# LATS1 and LATS2 suppress breast cancer progression by maintaining cell identity and metabolic state

**DOI:** 10.26508/lsa.201800171

**Published:** 2018-10-30

**Authors:** Noa Furth, Ioannis S Pateras, Ron Rotkopf, Vassiliki Vlachou, Irina Rivkin, Ina Schmitt, Deborah Bakaev, Anat Gershoni, Elena Ainbinder, Dena Leshkowitz, Randy L Johnson, Vassilis G Gorgoulis, Moshe Oren, Yael Aylon

## Abstract

Deregulated activity of LArge Tumor Suppressor (LATS) tumor suppressors has broad implications on cellular and tissue homeostasis. We examined the consequences of down-regulation of either LATS1 or LATS2 in breast cancer. Consistent with their proposed tumor suppressive roles, expression of both paralogs was significantly down-regulated in human breast cancer, and loss of either paralog accelerated mammary tumorigenesis in mice. However, each paralog had a distinct impact on breast cancer. Thus, LATS2 depletion in luminal B tumors resulted in metabolic rewiring, with increased glycolysis and reduced peroxisome proliferator-activated receptor γ (PPARγ) signaling. Furthermore, pharmacological activation of PPARγ elicited LATS2-dependent death in luminal B-derived cells. In contrast, LATS1 depletion augmented cancer cell plasticity, skewing luminal B tumors towards increased expression of basal-like features, in association with increased resistance to hormone therapy. Hence, these two closely related paralogs play distinct roles in protection against breast cancer; tumors with reduced expression of either LATS1 or LATS2 may rewire signaling networks differently and thus respond differently to anticancer treatments.

## Abstract (precis)

In luminal B tumors LATS2 depletion results in metabolic rewiring whereas LATS1 depletion promotes the expression of basal-like features.

## Introduction

Breast cancer is a heterogeneous disease, with a wide spectrum of clinical, pathological, and prognostic subtypes. Although for many decades breast cancer classification was solely based on histology, nowadays studies integrating gene expression and histology are in the forefront of research (Perou et al, 2000; Sørlie et al, 2001; Curtis et al, 2012; The Cancer Genome Atlas Network, 2012), aiming to better classify and predict the clinical outcome of different tumors. Nevertheless, there remains a strong need to expand our knowledge about molecular pathways that contribute to breast cancer progression and response to therapy.

Breast cancer is broadly categorized into subtypes, with luminal and basal-like being the most common. Luminal tumors (consisting of luminal A and luminal B) express hormone receptors, underpinning their response to hormone therapies such as tamoxifen (Osborne, 1998). Luminal B (lumB) tumors tend to be of higher grade and convey a significantly worse prognosis than luminal A (lumA) tumors (Sørlie et al, 2001; Tran & Bedard, 2011; Haque et al, 2012). In contrast, basal-like tumors are mostly estrogen receptor (ER), progesterone receptor (PR), and HER2 negative (triple negative breast cancer [TNBC]) (Perou et al, 2000; Brenton et al, 2005). Importantly, decreased ER expression in lumB breast cancer has been associated with tumor recurrence and TNBC-like resistance to hormone therapy (Viale et al, 2007; Li et al, 2016). Moreover, transition of luminal tumors to invasive behavior, critical for metastasis, involves the phenotypic conversion of a luminal subpopulation to basal-like cells (Cheung et al, 2013), advocating against a rigorous division between luminal and basal-like tumors. Because of this plasticity, resistance to hormone therapy, associated with disease progression, remains a substantial therapeutic challenge.

In recent years, the LATS1 and LATS2 (LArge Tumor Suppressor [LATS]) Hippo pathway kinases have become the focus of intense research (Furth & Aylon, 2017). Classically, LATS1 and LATS2 are viewed as redundant paralogs that phosphorylate and inactivate the transcriptional cofactors YAP and TAZ (Moroishi et al, 2015). Both LATS are down-regulated in human breast cancer (Furth et al, 2015), and both have recently been implicated in modulating ER protein stability (Britschgi et al, 2017). Yet, evidence of distinct functions and differential impacts of the two paralogs is accumulating (Furth & Aylon, 2017). For instance, *Lats1* knockout mice are highly sensitive to carcinogens and display pituitary dysfunction (St John et al, 1999), whereas conditional *Lats2* knockout results in metabolic defects, such as fatty liver disease (Aylon et al, 2016).

Metabolic control is key to tumor suppression, reflecting the need of tumor cells to adapt their metabolism to support rapid growth. ER+ tumors often have increased fatty acid transport and elevated levels of short- and medium-chain fatty acids (Tang et al, 2014), which may affect their metabolic state, in part by regulating the activity of the nuclear peroxisome proliferator-activated receptor γ (PPARγ [Liberato et al, 2012]). This suggests a key role for PPARγ in luminal breast cancer (Zhou et al, 2009). Activation of PPARγ alters the expression of a large set of target genes, affecting adipogenesis, lipid metabolism, inflammation, and metabolic homeostasis (El Akoum, 2014). Furthermore, PPARγ activation can exert antiproliferative effects in a variety of cancer types, including breast cancer (Kersten et al, 2000; Fenner & Elstner, 2005).

Here, we show that a LATS2-associated gene expression pattern is specifically down-regulated in lumB breast cancer. Deletion of *Lats2* in the mouse mammary gland results in increased lumB tumorigenesis and metabolic rewiring of the tumor cells. Conversely, LATS2 stimulates PPARγ signaling and promotes death of lumB-derived cells. In contrast, deletion of *Lats1* reprograms lumB tumors towards basal-like characteristics. Concordantly, low LATS1 correlates with increased resistance to hormone therapy (tamoxifen). Thus, each LATS paralog exerts distinct tumor suppressive effects in the context of breast cancer, in a subtype-specific manner.

## Results

To gain insight into the impact of LATS1 and LATS2 deregulation on breast cancer, we examined the correlation between the expression levels of *LATS1* and *LATS2* in human breast cancer samples (TCGA- BRCA dataset). Although there was an overall positive correlation between the two paralogs, a subset of tumors displayed selective down-regulation of *LATS2* mRNA while retaining relatively high *LATS1* mRNA (*LATS2*^L^ quadrant, Fig 1A). By comparing gene expression patterns between *LATS2*^L^ and *LATS*^H^ tumors, we generated a signature of genes most down-regulated selectively in *LATS2*^**L**^ tumors (*LATS2*^L^ signature). Comparative analysis of breast cancer subtypes revealed strong down-regulation of the *LATS2*^L^ signature particularly in lumB tumors (Fig 1B). Correspondingly, *LATS2* mRNA itself was significantly lower in lumB tumors, compared with other subtypes (Figs 1C and S1A). Importantly, decreased expression of the *LATS2*^L^ signature was correlated with reduced survival of luminal breast cancer patients (Fig 1D); furthermore, low *LATS2* mRNA was associated with decreased probability of relapse-free survival among lumB patients (Fig S1B). Together, these observations suggest that LATS2 is a tumor suppressor in lumB breast cancer.

**Figure 1.**
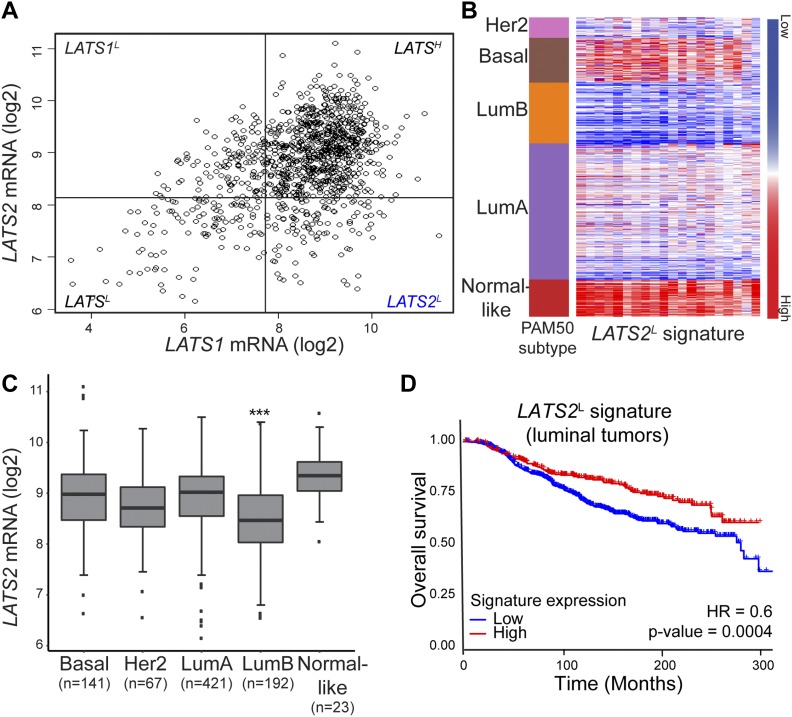
LATS2-associated gene expression pattern is down-regulated specifically in lumB breast tumors. **(A)** Scatter plot of *LATS1* and *LATS2* expression levels in breast cancer tumors (TCGA-BRCA dataset). Pearson’s correlation coefficient 0.44. A cutoff of the 20% of tumors expressing the lowest levels of each LATS gene was used to divide the tumors into three groups: *LATS1*^L^, *LATS2*^L^, and LATS^L^, compared with LATS^H^. **(B)** Heatmap depicting the expression levels of a 20-gene *LATS2*^L^ signature (the 20 most down-regulated genes exclusively in *LATS2*^L^ tumors, compared with *LATS*^H^ tumors; see Table S4 and the Materials and Methods section) in breast tumors (TCGA-BRCA) sorted according to PAM50 subtype classification. **(C)** Distribution of *LATS2* mRNA expression levels in different breast cancer subtypes (PAM50, TCGA-BRCA); ***P-value < 0.001, *t* test comparing lumB tumors with all other subtypes. Number of tumors of each subtype is indicated at the bottom. **(D)** Kaplan-Meier analysis of survival probability of luminal breast cancer patients (METABRIC dataset, n = 1139; Cox proportional hazards model) divided according to expression levels of the *LATS2*^L^ signature (as in B).

**Figure S1.**
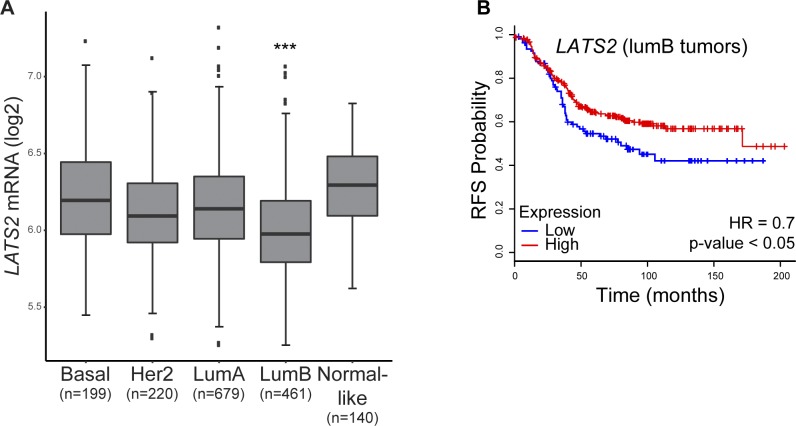
**(A)** Distribution of *LATS2* mRNA expression levels in different breast cancer subtypes (PAM50, METABTIC dataset); ***P-value < 0.001, *t* test comparing lumB tumors with all other subtypes. Number of tumors of each subtype is indicated at the bottom. **(B)** Kaplan–Meier plot of relapse-free survival (RFS) probability of lumB breast cancer patients separated according to *LATS2* expression levels (n = 407, KM-plotter [Györffy et al, 2010]).

Mice harboring mammary gland-specific expression of the polyomavirus middle T antigen (MMTV-PyMT) develop breast tumors that recapitulate the progression of human ER+ cancer and resemble lumB tumors (Maglione et al, 2001; Herschkowitz et al, 2007; Cai et al, 2017). Hence, to explore more directly the role of LATS2 in lumB cancer, we generated MMTV-PyMT mice with mammary-specific deletion of *Lats2* (*Lats2*-CKO PyMT; Fig S2A–C). Compared with nondeleted littermate controls (WT-PyMT), deletion of *Lats2* significantly augmented mammary tumor burden (Fig 2A), formally validating the tumor suppressive function of LATS2 in mammary tumors. Importantly, by 3 mo of age, WT-PyMT mice displayed mainly adenoma/mammary intraepithelial neoplasia (MIN, [Lin et al, 2003]) and benign hyperplasia, or even no detectable pathology at all. In contrast, most of the *Lats2*-CKO PyMT mice displayed full-blown carcinomas (Figs 2B and C, and S2D). Interestingly, in line with its tumor suppressive role, *Lats2* expression declined progressively as WT-PyMT tumors became more aggressive (Fig 2D).

**Figure S2.**
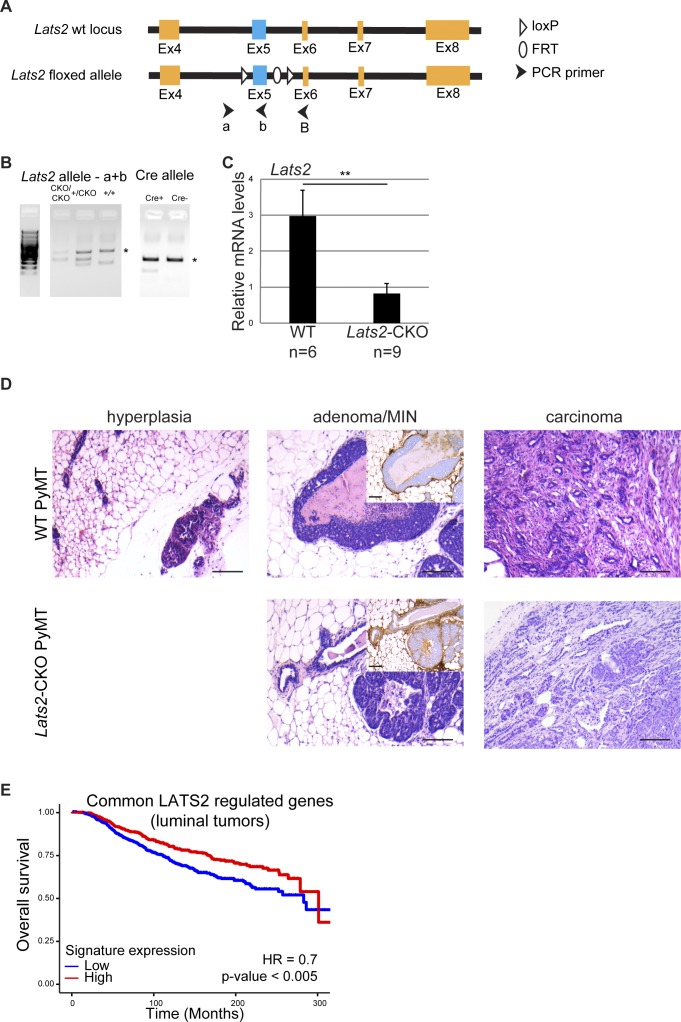
**(A)** Schematic representation of the conditional *Lats2* locus. Upon mammary-specific CRE expression, exon 5 (colored blue) is deleted. **(B)** Genotyping of the *Lats2* and the *Cre* alleles. Asterisks designate nonspecific bands. **(C)** Expression levels of *Lats2* mRNA in WT-PyMT and *Lats2*-CKO PyMT tumors, quantified using RT-qPCR. Numbers of mice are indicated at the bottom; mean ± SEM; **P-value < 0.01. **(D)** Representative H&E-stained sections of tumors from three month old *Lats2*-CKO PyMT and WT-PyMT littermate controls. Inset: immunohistochemical (IHC) staining for smooth muscle actin (SMA), a marker for myoepithelial cells surrounding the adenoma/MIN. Scale bar = 200 μm. **(E)** Kaplan–Meier plot of survival probability of luminal breast cancer patients (METABRIC, n = 1138) divided according to relative expression of the genes commonly down-regulated in *LATS2*^L^ human lumB and *Lats2*-CKO PyMT tumors (n = 20, see Table S4).

**Figure 2.**
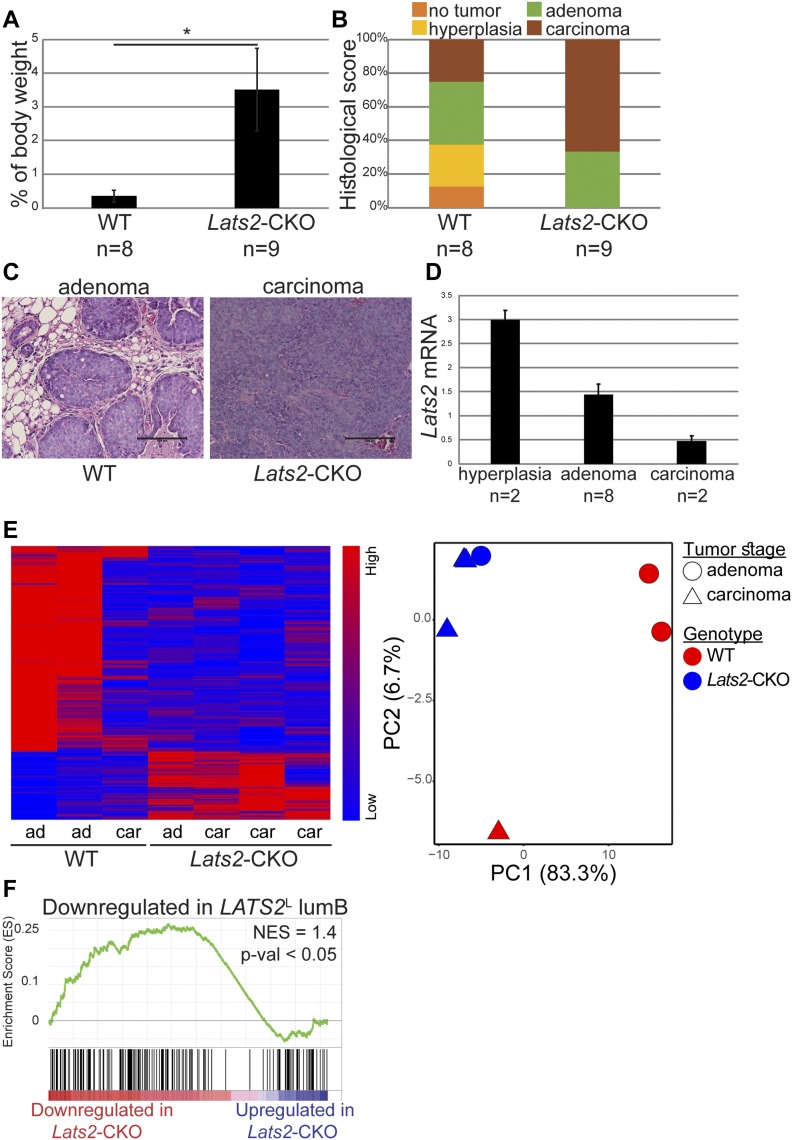
LATS2 is a tumor suppressor in a mouse lumB breast cancer model. **(A)** Relative total tumor weight, as percentage of total body weight of 3-mo-old *Lats2*-CKO PyMT and WT-PyMT littermate controls (n = number of mice); mean ± SEM; * *P*-value < 0.05. **(B)** Three mammary glands (see the Materials and Methods section) from *Lats2*-CKO PyMT and WT-PyMT littermate control mice were histologically scored. The most advanced pathological lesion from each mouse was tallied. **(C)** Representative H&E-stained sections from WT-PyMT (adenoma/MIN) and *Lats2*-CKO PyMT (carcinoma); scale bar = 500 μm. **(D)** Expression levels of *Lats2* mRNA in WT-PyMT tumors of different histological stages, analyzed by RT-qPCR; mean ± SEM. **(E)** Left panel: Heatmap representing hierarchical clustering of global expression patterns of tumors from *Lats2*-CKO PyMT (n = 4) and WT-PyMT littermate controls (n = 3). Each tumor was taken from a different mouse. Standardized rld values are shown for differentially expressed genes (*P*-value < 0.05, n = 1131); ad = adenoma/MIN, car = carcinoma. Right panel: PCA of the most differentially expressed genes between *Lats2*-CKO PyMT and WT-PyMT tumors (adj*P*-value < 0.05), deduced from RNA-seq analysis. **(F)** GSEA of 1,131 genes ranked by fold change (red to blue gradient) between WT-PyMT and *Lats2*-CKO PyMT tumors (*P*-value < 0.05) and compared with genes down-regulated in *LATS2*^L^ (versus *LATS*^H^) human lumB tumors (vertical black lines).

To further elucidate the means by which LATS2 might exert its breast tumor suppressive activity, we performed RNA sequencing (RNA-seq) analysis of WT- and *Lats2*-CKO PyMT tumors. 

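RNA from the tumors of 4 *Lats2*-CKO PyMT mice and of 3 WT-PyMT littermates was sequenced, each tumor from a different mouse. Of the WT-PyMT tumors, 2 were adenoma/MIN and 1 was a carcinoma, and of the *Lats2*-CKO PyMT tumors, 1 was adenoma/MIN and 3 were carcinomas. *Lats2*, which encodes a kinase that restrains YAP and TAZ in the Hippo pathway, lies on chromosome 14 of GRCm38 from 57689662 to 57746212. Its level was 35.1 ± 16.1 CPM (normalized counts, scaled to library size with TMM; SD, n = 3) in WT-PyMT tumors and 16.8 ± 10.9 (n = 4) in *Lats2*-CKO PyMT tumors, a log2 fold change of -1.06 (standard error 0.52) that did not pass the test (adjusted p = 0.688 from edgeR). In the *Lats2*-CKO PyMT tumors 7, 8 and 16 the level was 8.26, 10.6 and 15.9 CPM. In the library labelled *Lats2*-CKO 1 it was 32.5 CPM, within the range of 23.0 to 53.3 CPM of the WT-PyMT tumors. The level of the paralog *Lats1* was 126 ± 23.1 CPM in WT-PyMT and 138 ± 2.95 CPM in *Lats2*-CKO PyMT tumors. *Cdkn1a*, which encodes the cell cycle inhibitor p21, had a log2 fold change of 1.85 (standard error 0.35), and *Slc47a1*, which encodes an exporter of organic cations, one of 8.57 (standard error 1.73). Both were called higher by DESeq2 (adjusted p = 5.65e-04 and 9.02e-09) and not by edgeR.

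The libraries were made from 500 ng of total RNA with a TruSeq kit that selects polyadenylated RNA, and the 7 libraries of the experiment were read on a single Illumina lane as single-end 60-bp reads. The authors aligned the reads to mm10 with STAR and counted them per RefSeq gene, so that reads from the exons of *Lats2* left after deletion are counted too. The assigned counts add up to 23155319 to 29280822 per WT-PyMT library (median 26772845) and to 23926864 to 31909282 per *Lats2*-CKO library (median 27845091), beside the 35000000 reads per library that the paper states. The deposited table holds 17702 genes, each with at least 6 counts over the 7 libraries, and all were tested with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, edgeR called 0 genes, with 208 genes higher and 1046 lower in *Lats2*-CKO PyMT tumors at an unadjusted p under 0.05. DESeq2, the tool the paper used, called 17 genes higher and 121 lower on the same counts. Without the carcinoma WT-PyMT 1, edgeR called 57 genes, and the number of genes at an unadjusted p under 0.05 went from 1254 to 2604, whereas it was 500 without the adenoma WT-PyMT 14, 699 without *Lats2*-CKO 1 (1 gene called) and 696 without *Lats2*-CKO 8. It was 324 with histology as a covariate and 354 with the mean of an adipocyte gene list as one. Fitted together with the *Lats1* experiment, it was 2300 (2 genes called).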

WT-PyMT adenoma/MIN displayed a distinct transcriptional profile compared with WT-PyMT carcinoma (Fig 2E, left panel: lanes 1, 2, 3 and right panel: PCA). 

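The WT-PyMT tumors differed most in transcripts of fat cells and lymphocytes. Genes of the adipocyte list, such as the lipid droplet and fatty acid binding proteins of fat cells, had a mean of 8.17 and 7.57 log2 CPM in the adenomas 2 and 14 and of 2.84 in the carcinoma. Genes of T and NK cells had a mean of 6.69 log2 CPM in adenoma 14, but of 0.91 in adenoma 2 and 0.63 in the carcinoma. Genes of B and plasma cells had a mean of 7.11 log2 CPM in adenoma 14, against -0.66 and -2.10 in the others. The root-mean-square difference over the 1000 most variable genes was 2.61 log2 CPM between adenoma 2 and the carcinoma, 4.95 between adenoma 14 and the carcinoma, and 4.11 between the adenomas themselves, so that adenoma 2 was nearer to the carcinoma than to the other adenoma.

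With a single carcinoma among these WT-PyMT tumors, histology was tested over the 6 WT-PyMT tumors of the *Lats2* and *Lats1* experiments (4 adenomas and 2 carcinomas, with the experiment as a covariate). The adipocyte list fell in the carcinomas (median log2 fold change -1.93, adjusted p = 6.11e-11 from camera; adjusted p = 0.648 with an estimated correlation), as did the endothelial list (median -1.33) and the fibroblast list (median -1.16; adjusted p = 0.648 and 0.648 with an estimated correlation). Squamous genes, which mark keratinizing epithelium, rose as a list (median 1.29, adjusted p = 7.98e-05 from camera; adjusted p = 0.648 with an estimated correlation). No single gene passed edgeR's test (0 of 17106; 69 higher and 253 lower at an unadjusted p under 0.05), and DESeq2 called 4 higher and 34 lower. The number of genes at an unadjusted p under 0.05, 322 over all 6 tumors, was 102, 115, 532, 562 and 979 in fits without WT-PyMT 22, 1, 2, 20 and 17, and calls of lists were lost without WT-PyMT 1 for adipocyte (0.169) and endothelial (0.294) and without WT-PyMT 17 for squamous genes (0.185).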

Interestingly, the transcription pattern of the *Lats2*-CKO PyMT adenoma/MIN displayed remarkable resemblance to that of the WT-PyMT carcinoma, suggesting that deletion of *Lats2* facilitates a carcinoma-like gene expression pattern even at early stages of tumorigenesis. 

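The *Lats2*-CKO PyMT adenoma/MIN had far fewer fat-cell transcripts than the WT-PyMT adenomas, though more than each carcinoma of the experiment, and it stood apart in milk and muscle transcripts. *Plin1*, which coats the lipid droplets of fat cells, was at 5.49 CPM in this tumor and at 3.40 CPM in the WT-PyMT carcinoma, against 184 and 104 CPM in the WT-PyMT adenomas. The adipocyte list had a mean of 4.06 log2 CPM in it, and of -0.02 to 2.74 in the *Lats2*-CKO PyMT carcinomas. Milk and alveolar genes, such as the caseins, had a mean of 10.48 log2 CPM in the *Lats2*-CKO PyMT adenoma/MIN and of at most 6.38 in the other tumors of the experiment. Skeletal muscle genes had a mean of 7.19 log2 CPM in it and of at most 0.19 in the others. Over the 1000 most variable genes, its root-mean-square difference was 2.78 log2 CPM from the WT-PyMT carcinoma, 3.12 from WT-PyMT adenoma 2 and 5.14 from WT-PyMT adenoma 14. Its nearest neighbor was the carcinoma *Lats2*-CKO 8, at 2.59. The 3 *Lats2*-CKO PyMT carcinomas were nearer to the WT-PyMT carcinoma, at 1.61 to 2.48. A single tumor of this kind gives no replicate spread, so no test of its position was made. On the first principal component over the 138 genes called by DESeq2, genes chosen for a difference between the genotypes, with 83.8% of the variance, this tumor was at 7.0 and the WT-PyMT carcinoma at 7.1, against -25.8 and -28.0 for the WT-PyMT adenomas and 11.5 to 16.6 for the other *Lats2*-CKO PyMT tumors.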

Importantly, gene set enrichment analysis (GSEA) indicated that gene expression changes in *Lats2*-CKO PyMT tumors correlated with the transcription profile of human *LATS2*^L^ lumB tumors (Fig 2F), confirming the similarity of this mouse model to human lumB cancer. Moreover, genes commonly down-regulated in *LATS2*^L^ human lumB and *Lats2*-CKO PyMT tumors were also found significantly associated with worse outcome in luminal breast cancer (Fig S2E). 

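Genes that are lower in human LATS2-low lumB tumors did not pass camera's test as a group in *Lats2*-CKO PyMT tumors, although GSEA over all tested genes called them lower: of 988 measured mouse orthologs, 513 had a lower and 475 a higher mean than in WT-PyMT tumors (median log2 fold change -0.08, adjusted p = 0.539 from camera). Those at an unadjusted p under 0.05 were mostly lower, 125 against 23 higher, and adjusted over the list alone 0 passed edgeR's test. *Sgce*, which encodes a sarcoglycan of the cell membrane, had a log2 fold change of -2.53 (standard error 0.57), and *Cdo1*, which encodes the enzyme that starts cysteine breakdown, one of -4.12 (standard error 0.98). DESeq2 called both lower (adjusted p = 0.00472 and 0.00258), and edgeR called *Cdo1* only without WT-PyMT 1 (0.00764). In GSEA of the genes at an unadjusted p under 0.05, ranked from the strongest fall to the strongest rise, 148 of the orthologs were ranked and the normalized enrichment score was 1.13, toward lower levels in *Lats2*-CKO PyMT tumors (adjusted p = 0.357, fgsea). Over all 17702 tested genes the score was 1.28 (adjusted p = 4.65e-04, fgsea), and without the carcinoma WT-PyMT 1 the list passed camera's test (adjusted p = 0.0258). The permutations of fgsea exchange genes and not tumors.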

Overall, these findings demonstrate that deletion of *Lats2* facilitates PyMT-driven tumorigenesis, further supporting the role of LATS2 as a tumor suppressor in human lumB breast cancer.

To further explore the impact of LATS2 down-regulation on human lumB cancer, we used our *LATS2*^L^ signature to probe breast cancer cell lines in the Cancer Cell Line Encyclopedia (Barretina et al, 2012). Consistent with the human patient data, the *LATS2*^L^ signature was down-regulated in cell lines derived from luminal cancers, including MCF7 and ZR75-1 (Fig S3A, Holliday & Speirs, 2011). Decreased *LATS2* expression in breast cancer has been associated with promoter hypermethylation (Takahashi et al, 2005). Specifically, the CpG island surrounding the *LATS2* transcription start site displayed increased methylation in *LATS2*^L^ lumB tumors relative to *LATS2*^H^ tumors (Fig S3B). Indeed, inhibition of DNA methylation by 5-aza-2′deoxycytidine (5-Aza) treatment increased the levels of *LATS2* mRNA and protein in lumB-derived ZR75-1 cells (Fig 3A), suggesting that lumB breast cancers might undergo selective pressure to silence *LATS2* expression.

**Figure S3.**
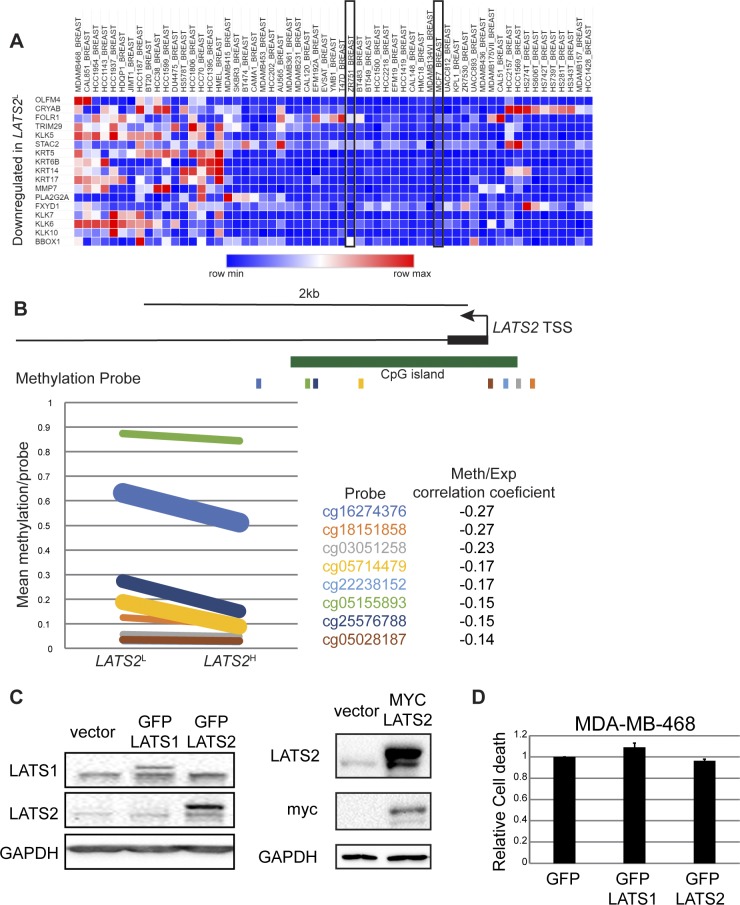
**(A)** Relative expression levels of the top most down-regulated genes in *LATS2*^L^ breast tumors (TCGA-BRCA dataset, see Fig 1) in the panel of breast cancer cell lines included in the Cancer Cell Line Encyclopedia. Representative luminal cell lines are marked. **(B)** Upper panel: schematic representation of the *LATS2* genomic locus. Positions of CpG island and methylation probes with differential methylation (*P*-value < 0.05) between *LATS2*^L^ and *LATS2*^H^ lumB tumors are shown. Lower panel: mean methylation of each probe in *LATS2*^L^ versus *LATS2*^H^ tumors. Line thickness corresponds to the *P*-value of the difference in methylation levels of the indicated probe between the two groups. For each probe, Pearson's correlation coefficient between expression and methylation in all lumB tumors is listed. **(C)** Left panel: ZR75-1 cells were transiently transfected with the indicated expression plasmids and harvested 72 h later. Cell extracts were subjected to Western blot analysis of LATS1, LATS2, and GAPDH as loading control. Right panel: ZR75-1 cells were transduced with *MYC-LATS2* expression plasmid or vector control and selected with blasticidin to obtain stable expression. Cell extracts were subjected to Western blot analysis with the indicated antibodies. **(D)** MDA-MB-468 cells were transfected with the indicated expression plasmids and subjected 48 h later to PI exclusion analysis followed by flow cytometry analysis. “Relative cell death” represents the ratio between the percentages of dead (PI^+^) cells in the GFP-positive population versus the GFP-negative population. Values within each experiment were normalized to GFP transfected sample; mean ± SEM of two independent experiments.

**Figure 3.**
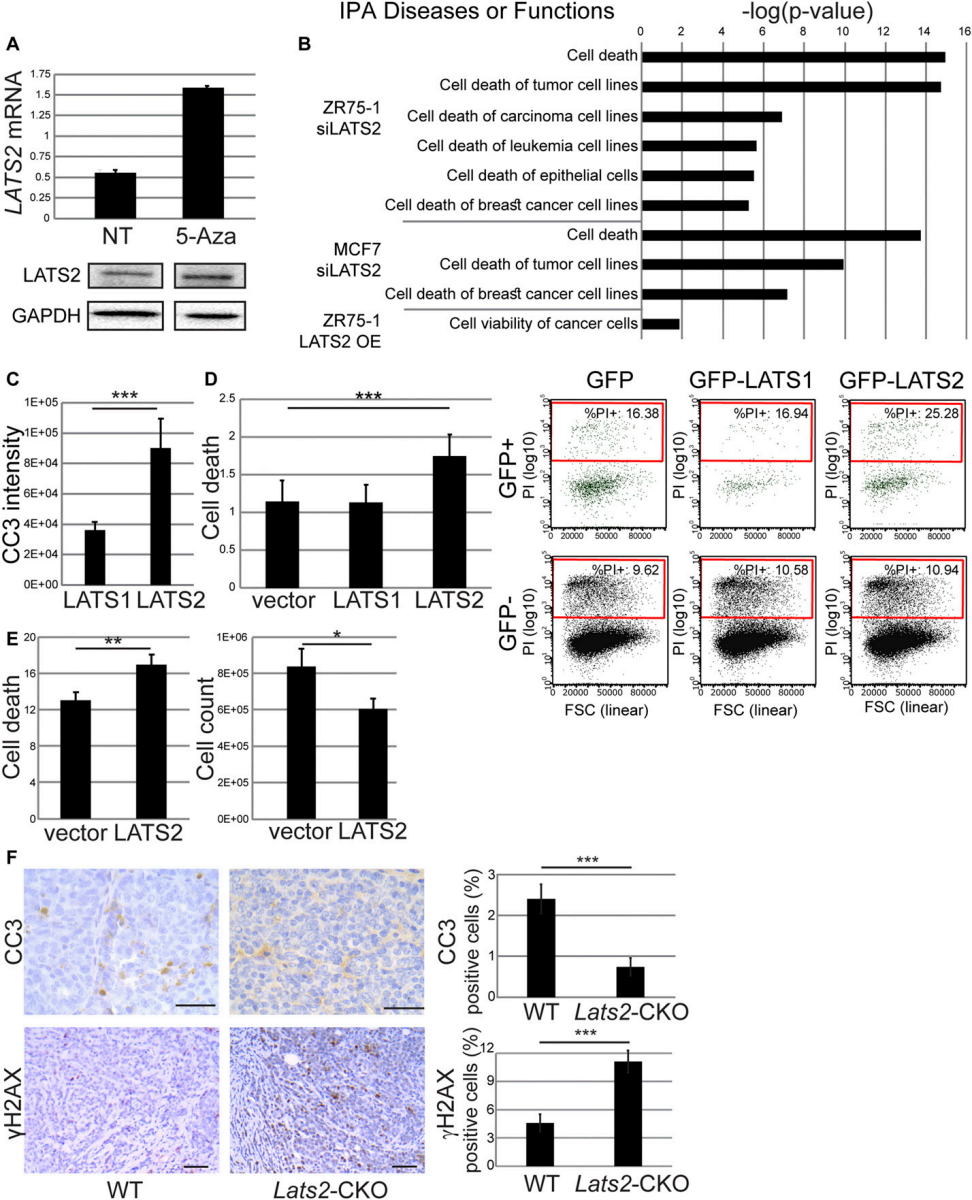
LATS2 promotes death of lumB cells. **(A)** ZR75-1 cells were treated with 1 μM 5-aza-2′-deoxycytidine (5-Aza) for 4 d. Upper panel: RT-qPCR analysis of *LATS2* mRNA; mean ± SD of two technical replicates. Lower panel: Western blot analysis of LATS2 protein. **(B)** Functional enrichment of cell viability-related terms for differentially expressed genes in luminal cancer cell lines with transient silencing (siLATS2) or stable overexpression (OE) of LATS2, compared with controls. Ingenuity Pathway Analysis (IPA); Diseases or Functions annotations. **(C)** ZR75-1 cells were transiently transfected with *GFP-LATS1* or *GFP-LATS2*, stained with anti-cleaved caspase 3 (CC3) antibody after 48 h, and subjected to imaging flow cytometry (ImageStreamX). Only cells with intact nucleus and positive GFP signal were analyzed; mean ± SEM of staining intensity; ***P-value < 0.001. **(D)** ZR75-1 cells were transfected with *GFP-LATS1* or *GFP-LATS2* or *GFP* only (vector). 72 h later, cell viability was assessed by PI exclusion followed by flow cytometry analysis. “Cell death” represents the ratio between the percentages of dead cells (PI^+^) in the GFP-positive population versus the GFP-negative population; mean ± SEM of three independent experiments; ***P-value < 0.001. Representative FACS results are shown on the right; in each case, upper and lower panels represent the GFP-positive and GFP-negative subpopulation, respectively, of the same transfected culture. **(E)** ZR75-1 cells stably transduced with *MYC-LATS2* plasmid or control vector were subjected to PI exclusion analysis followed by flow cytometry. Left panel: percentage of dead (PI^+^) cells. Right panel: cell count of live (PI^−^) cells; mean ± SEM of three independent experiments; *P-value < 0.05, **P-value < 0.01. **(F)** Histological samples from carcinomas of *Lats2*-CKO PyMT and WT-PyMT littermate controls were immunostained for γH2AX and cleaved caspase 3 (CC3, left panel, scale bar = 100 μm). Right panel: mean ± SEM of percentage of positive cells, based on at least nine sections of each genotype; ***P-value < 0.001.

Next, we assessed the transcriptional impact of LATS2 modulation in cell lines derived from human luminal cancers. To that end, we performed RNA-seq analysis on ZR75-1 and MCF7 cells subjected to siRNA-mediated silencing of *LATS2*, as well as ZR75-1 cells overexpressing exogenous *LATS2*. Modulation of LATS2 levels in these cells resulted in expression changes relating to different signaling pathways (Table S1A). Unexpectedly, YAP/TAZ gene signatures were not among the most significantly enriched, rather, in all cases, LATS2 modulation elicited expression changes in genes related to cell death (Fig 3B and Table S1B). Concordantly, transient or stable overexpression of LATS2 (Fig S3C) in ZR75-1 cells elicited increased apoptosis, assessed by cleaved caspase 3 (CC3), and reduced cell viability, assessed by propidium iodide (PI) exclusion (Fig 3C–E); this was not seen with LATS1. In contrast, LATS2 overexpression did not reduce the viability of MDA-MB-468 cells, derived from basal-like breast cancer (Fig S3D), suggesting a luminal cancer-specific proapoptotic role of LATS2. In line with the increased death upon LATS2 overexpression in human luminal cancer cells, mouse *Lats2*-CKO PyMT tumors displayed reduced numbers of CC3-positive cells, relative to WT-PyMT tumors (Fig 3F). Interestingly, this was concomitant with augmented γH2AX staining, indicative of sustained DNA damage (Fig 3F). Notably, inability to clear DNA-damaged cells has been associated with aggressive clinicopathological features and poor patient outcome (Yang et al, 2017). Together, this implies that LATS2 might suppress tumorigenesis in part by promoting the elimination of damaged cells.

Table S1 (A) Pathway enrichment analysis (GeneAnalytics, Pathways) of genes differentially expressed following siRNA-mediated silencing of *LATS2* in MCF7 and ZR75-1 cells, as well as upon overexpression of exogenous *GFP*-*LATS2* in ZR75-1 cells. (B) Differentially expressed genes contributing to the enrichment of cell death categories by IPA.

To further elucidate the underpinnings of LATS2-mediated tumor suppression, we analyzed the functional differences between the transcriptional profiles of *Lats2*-CKO PyMT and WT-PyMT tumors (see Fig 2E). 

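Genes of fat storage and of PPAR signaling were lower in *Lats2*-CKO PyMT tumors than in WT-PyMT tumors, and so were several enzymes of mitochondrial carbon metabolism. *Plin1* had a mean of 96.9 ± 90.3 CPM (SD, n = 3) in WT-PyMT and 2.68 ± 2.20 CPM (n = 4) in *Lats2*-CKO PyMT tumors, a log2 fold change of -5.19 (standard error 1.42). *Fabp4*, a fatty acid carrier of fat cells, had a log2 fold change of -4.93 (standard error 1.33), and *Lpl*, the lipase that releases fatty acids from circulating triglycerides, one of -4.0 (standard error 1.23). DESeq2 called these 3 genes lower (adjusted p = 0.00546, 0.00396 and 0.0348); edgeR called none of the genes named here (adjusted p = 0.688 for *Plin1*).

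The PPAR signaling list that the paper used fell (median log2 fold change -0.83, 29 of 40 measured members lower, adjusted p = 1.40e-07 from camera; adjusted p = 0.514 with an estimated correlation), and adjusted over the list alone 1 member was lower, 17 at an unadjusted p under 0.05. Regulation of lipolysis fell (median -0.66, 21 of 32 lower, adjusted p = 7.45e-05; adjusted p = 0.514 with an estimated correlation), with 6 members lower when adjusted over the list alone. Among them *Pde3b*, the phosphodiesterase by which insulin restrains lipolysis, had a log2 fold change of -3.68 (standard error 0.89), and *Ptger3*, a prostaglandin E receptor, one of -4.0 (standard error 0.95). The TCA cycle list fell (median -0.20, 24 of 28 lower, adjusted p = 1.58e-04; adjusted p = 0.563 with an estimated correlation), with 2 members lower when adjusted over the list alone. Its member *Pcx*, which makes oxaloacetate from pyruvate, had 336 ± 225 CPM in WT-PyMT and 65.8 ± 10.9 CPM in *Lats2*-CKO PyMT tumors. *Sdhc*, a subunit of succinate dehydrogenase, had 139 ± 24.8 and 85.7 ± 6.18 CPM. Without WT-PyMT 1, edgeR called *Pde3b* (0.0227) and *Pcx* (0.0164). Glycolysis moved the other way (median 0.46, 14 of 17 higher, adjusted p = 0.00176; adjusted p = 0.514 with an estimated correlation), with 0 members passing edgeR's test when adjusted over the list alone and 0 higher at an unadjusted p under 0.05.

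The adipocyte markers themselves fell (median -4.75, 17 of 17 lower, adjusted p = 1.47e-19; adjusted p = 0.514 with an estimated correlation). Of 42 lists tested, 25 were called with camera's preset correlation of 0.01 and 0 with an estimated one. With the adipocyte mean of each library as a covariate, PPAR signaling (adjusted p = 0.891) and lipolysis (0.974) were no longer called and their direction turned, and glycolysis and the TCA cycle were no longer called (0.974 and 0.608). That mean includes members of the PPAR signaling list such as *Fabp4*, so the fit takes away part of the list's own change. Glycolysis also lost its call without *Lats2*-CKO 1 (0.0966) and without both *Lats2*-CKO 1 and 7 (0.484), and the TCA cycle without WT-PyMT 2 (0.0840).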

Enrichment analysis (Fig 4A) revealed pronounced deregulation of numerous metabolic terms, including “regulation of lipolysis,” “TCA cycle,” and “glycolysis/gluconeogenesis,” with “PPAR signaling” being the most significantly altered. Likewise, the top predicted upstream regulator of LATS2-dependent genes in this comparison was PPARγ (ingenuity activation z-score 3.7; *P*-value of overlap 7.8 × 10^−17^). 

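*Pparg* itself, which encodes the PPARγ receptor, lies on chromosome 6 of GRCm38 from 115360879 to 115490404 and was measured at 25.7 ± 21.2 CPM (SD, n = 3) in WT-PyMT and 2.21 ± 0.839 CPM (n = 4) in *Lats2*-CKO PyMT tumors. Its log2 fold change was -3.54 (standard error 0.99), called by DESeq2 (adjusted p = 0.0242) and not by edgeR (adjusted p = 0.688), except without WT-PyMT 1 (0.0369). The WT-PyMT values were split by histology, with 37.5 and 38.4 CPM in the adenomas and 1.3 CPM in the carcinoma, and the 4 *Lats2*-CKO PyMT tumors lay between 0.99 and 2.91 CPM. Of 55 measured PPARγ targets from the paper's list, 36 were lower and 19 higher, and the list fell (median log2 fold change -0.92, adjusted p = 5.13e-08 from camera; adjusted p = 0.514 with an estimated correlation). Adjusted over the list alone, 20 targets were lower and 1 was higher in edgeR's test. The lower ones include *Adipoq*, a hormone that fat cells secrete (-5.23 (standard error 1.59)), *Retn*, which encodes resistin of fat cells (-6.91 (standard error 1.58)), *Pck1*, which feeds glycerol synthesis in fat cells (-5.60 (standard error 1.51)), and *Aqp7*, the glycerol channel of fat cells (-5.16 (standard error 1.23)). DESeq2 called these 4 genes lower at adjusted p = 0.0145, 4.78e-05, 0.00300 and 0.00110, and edgeR called *Retn* without WT-PyMT 1 (0.0417). The 4 named are genes of fat cells, and the list of targets moved with the adipocyte markers across tumors. How many of the other lower targets are fat-cell genes was not counted. The targets' GSEA score among the genes at an unadjusted p under 0.05 was 1.56 (adjusted p = 0.0636, fgsea), toward lower levels in *Lats2*-CKO PyMT tumors, and over all tested genes one of 1.72 (adjusted p = 4.65e-04). With the adipocyte mean as a covariate the targets were not called by camera and their direction turned (adjusted p = 0.501). That mean includes *Adipoq*, *Pck1* and *Aqp7*, which are targets themselves, so this fit cannot tell fewer fat cells from a lower PPARγ activity.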

Similar metabolism-associated changes in gene expression were seen also when LATS2 was transiently overexpressed in ZR75-1 cells or silenced by siRNA in either ZR75-1 or MCF7 cells (Table S2). In line with LATS2-dependent metabolic homeostasis, stable overexpression of LATS2 in ZR75-1 cells (ZR75-1/LATS2) augmented cell death under regular culture conditions but dampened the further increase in cell death upon glucose deprivation when compared with control ZR75-1 cells (ZR75-1/vector, Fig 4B). These observations suggested that the inherently low levels of LATS2 in ZR75-1 cells might render them more dependent on extracellular glucose to maintain high aerobic glycolysis (“Warburg effect”). Furthermore, high LATS2 may favor oxidative phosphorylation, conferring less dependence on supplemented glucose. Indeed, Seahorse metabolic analysis confirmed that the glycolytic rate was diminished in ZR75-1/LATS2 relative to control ZR75-1/vector cells, whereas respiratory capacity was augmented (Fig 4C). In agreement, cell lines derived from *Lats2*-CKO PyMT tumors (Fig S4A and B) mirrored these observations, performing less respiration than WT-PyMT cells (Fig 4D). Overall, these results suggest that down-regulation of LATS2 may facilitate the survival of cells that have undergone metabolic rewiring towards a Warburg-like profile, favoring glycolysis over oxidative respiration.

Table S2 Metabolism-related functional terms (IPA-diseases and functions module) significantly enriched among genes differentially expressed upon modulation of LATS2 levels in the human luminal cell lines MCF7 and ZR75-1.

**Figure 4.**
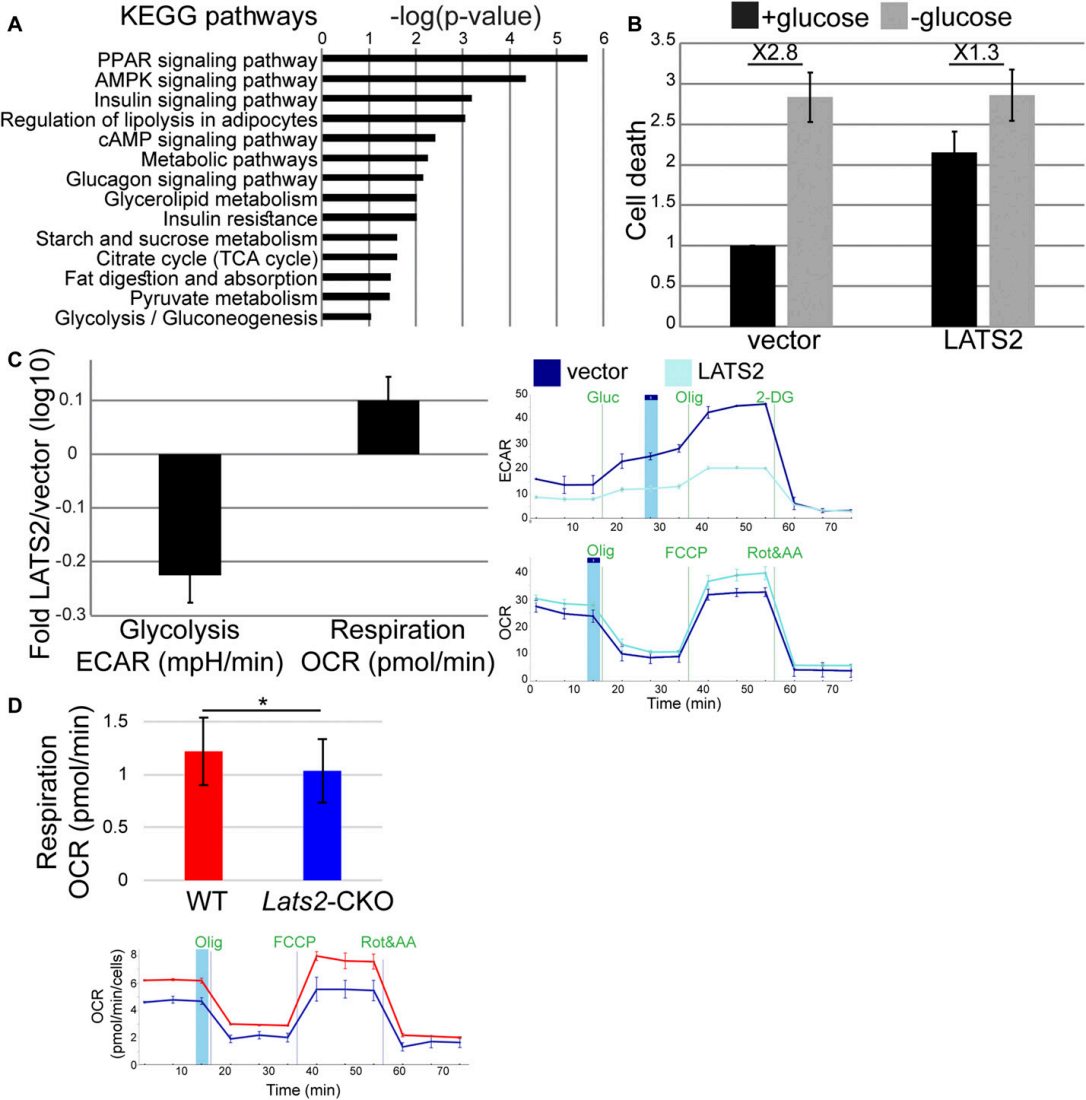
LATS2 augments oxidative phosphorylation. **(A)** KEGG pathways enrichment analysis for genes differentially regulated in *Lats2*-CKO PyMT compared with WT-PyMT tumors (adj*P*-value < 0.05, n = 114). **(B)** ZR75-1 cells stably transfected with an *MYC-LATS2* plasmid (LATS2) or with control vector were cultured with or without glucose for 3 d. Cell death was measured by PI exclusion followed by FACS analysis. Values from each experiment were normalized to % PI^+^ of control cells grown in glucose-containing medium; mean ± SEM of three independent experiments. **(C)** Extracellular acidification rate (ECAR, indicative of glycolysis) and oxygen consumption rate (OCR, indicative of respiration) of ZR75-1 cells stably expressing *MYC-LATS2*, relative to vector control cells, determined by Seahorse; mean ± SEM of five independent experiments. Representative tracks of Seahorse measurements are shown on the right. **(D)** Respiration measured by OCR in WT-PyMT and *Lats2*-CKO PyMT tumor-derived cell lines; mean ± SEM in log 10 scale of three independent experiments; *P*-value < 0.05. Bottom: representative Seahorse track.

**Figure S4.**
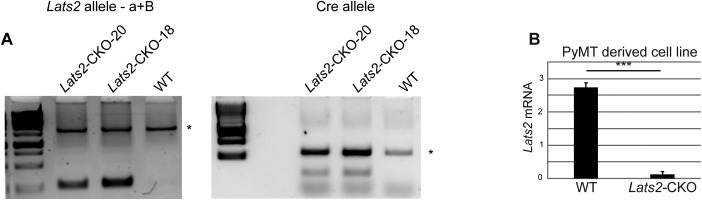
**(A)** Genotyping of the *Lats2* and *Cre* alleles in the PyMT-derived cell lines (see primers location in Fig S2A). **(B)** Relative expression of *Lats2* mRNA in cell lines derived from WT- or *Lats2*-CKO-PyMT tumors, analyzed by RTqPCR; mean ± SEM of 2 and three independently isolated cell lines, respectively, originating from different tumors. ***P-value < 0.001.

Dampening of PPARγ activity might reflect an energetic necessity of highly glycolytic LATS2-depleted cancer cells. Indeed, genes commonly down-regulated in both *Lats2*-CKO PyMT tumors and *LATS2*^L^ lumB human breast cancers were significantly enriched for “PPAR signaling” (Fig 5A), confirming the link between LATS2 and PPARγ activity in both mouse and human tumors. 

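The 20 measured genes that the study listed as commonly down-regulated were lower in *Lats2*-CKO PyMT tumors without exception (median log2 fold change -4.33), and adjusted over the list alone all 20 passed edgeR's test. The study chose this list on these same tumors, so that its direction in them is not independent evidence. The list fell (adjusted p = 9.33e-25 from camera; adjusted p = 0.514 with an estimated correlation). Among its members, *Rbp4*, which carries retinol and is secreted by fat cells, had a log2 fold change of -5.01 (standard error 1.22), and *Tusc5*, a regulator of glucose uptake in fat cells, one of -4.54 (standard error 1.08). *Ccdc3*, a protein secreted by fat and endothelial cells, had a log2 fold change of -5.06 (standard error 1.16). DESeq2 called these 3 genes at adjusted p = 0.00130, 0.00151 and 5.16e-04, and edgeR only without WT-PyMT 1 (0.0406, 0.0360 and 0.0268). The 17 members of PPAR signaling at an unadjusted p under 0.05, selected by that p, had a median log2 fold change of -4.0 in *Lats2*-CKO PyMT tumors (quartiles -4.93 and -1.83), and all 40 measured members one of -0.83. In libraries with more adipocyte transcripts the common genes were higher too, and with the adipocyte mean as a covariate the list was not called (adjusted p = 0.260). From the enrichment of PPAR signaling among the common genes, the paper concludes that LATS2 and PPARγ activity are linked in mouse and human tumors.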

Decreased expression of *Pparg* (subject to positive autoregulation [Wakabayashi et al, 2009]) and its transcriptional target *Plin1* was confirmed by RT-qPCR in an expanded number of *Lats2*-CKO PyMT tumors (Fig 5B). Furthermore, *Pparg* and its target genes *Plin1* and *Lpl* were down-regulated also in cultured *Lats2*-CKO PyMT cells (Fig 5C), implicating a cell-autonomous regulatory interaction between LATS2 and PPARγ. Of note, stable expression of human LATS2 in the *Lats2*-CKO PyMT cells (*Lats2*-CKO/LATS2) resulted in increased expression of *Pparg* and its target genes (Fig 5C). Interestingly, in LATS2-overexpressing ZR75-1 cells, augmented PPARγ was selectively associated with nuclear localization of LATS2 (Fig 5D), suggesting that a nuclear function of LATS2 is responsible for promoting PPARγ expression.

**Figure 5.**
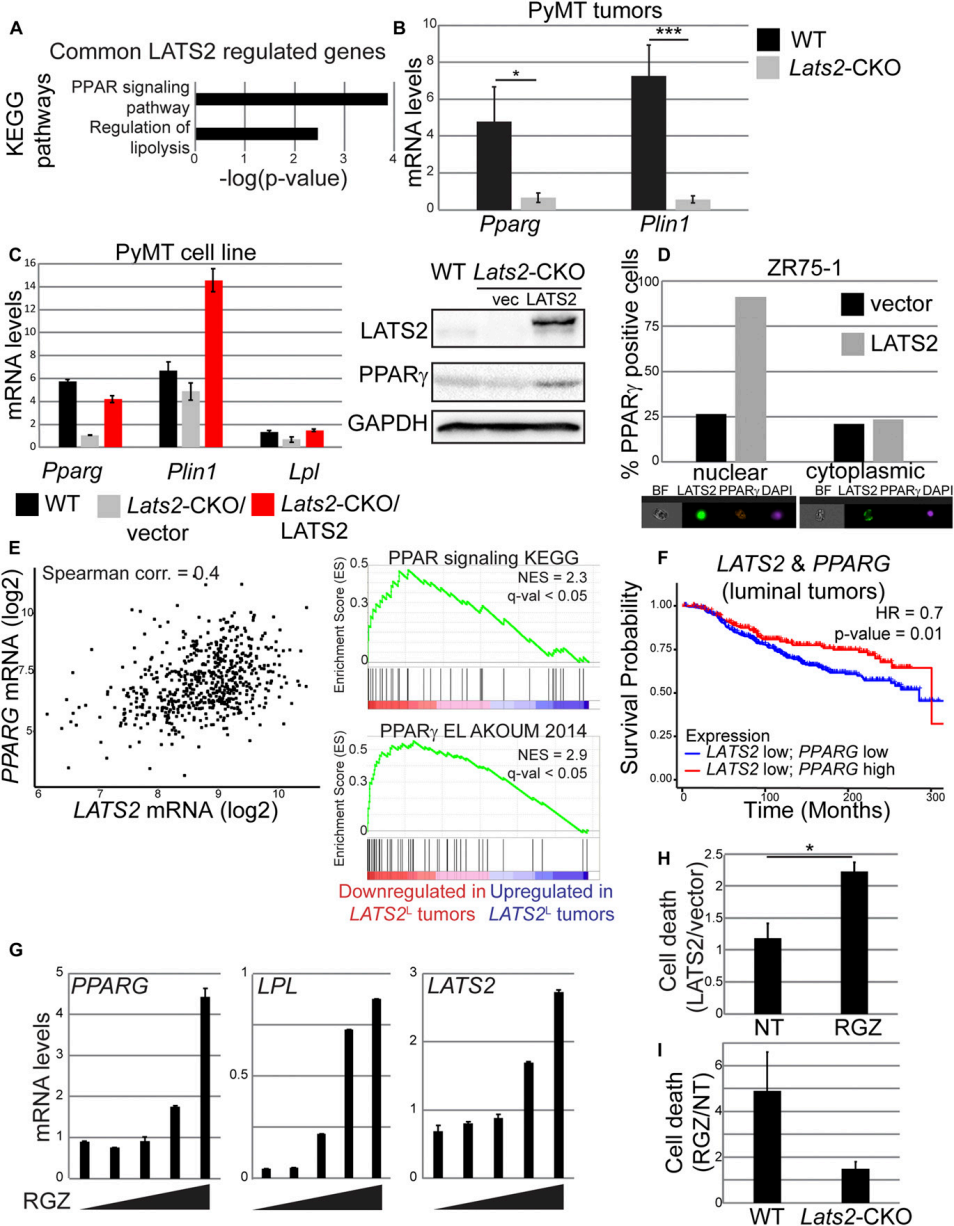
PPARγ signaling correlates with LATS2 in human and mouse tumors and promotes cell death in a LATS2-dependent manner. **(A)** KEGG pathways significantly enriched within the list of genes commonly down-regulated in *Lats2*-CKO PyMT (compared with WT-PyMT) tumors and *LATS2*^L^ lumB human tumors (TCGA). **(B)** RT-qPCR quantification of *Pparg* and *Plin1* expression in tumors derived from 3 mo old *Lats2*-CKO PyMT (n = 9) and WT-PyMT littermate controls (n = 6); mean ± SEM; *P-value < 0.05, ***P-value < 0.001. **(C)** Expression levels of the indicated genes (left) and proteins (right) in cultured WT PyMT and *Lats2*-CKO PyMT tumor-derived cells stably transduced with LATS2 or vector control; mean ± SD of 2 technical repeats. **(D)** ZR75-1 cells were transfected with *GFP-LATS2* or control *GFP* plasmid, stained 48 h later with anti-PPARγ and cleaved caspase 3 (CC3) antibodies, and subjected to imaging flow cytometry (ImageStreamX). Only GFP-positive cells with intact nuclei were analyzed. Cells with nuclear localization of the transfected protein were identified by similarity between GFP and DAPI staining. Percentage of cells positively stained for PPARγ in each subpopulation is presented. Representative images are shown at the bottom. BF = bright field. **(E)** Left panel: scatter plot depicting *PPARG* and *LATS2* expression in luminal tumors in the TCGA-BRCA dataset (n = 613). Right panel: GSEA of genes ranked according to expression fold change between *LATS2*^L^ tumors and LATS^H^ tumors in the TCGA lumB dataset. **(F)** Kaplan-Meier analysis of survival probability of luminal breast cancer patients (METABRIC dataset, n = 1139; Cox proportional hazards model) defined according to expression levels of *LATS2* and *PPARG.* **(G)** RT-qPCR quantification of *PPARG* and *LPL* (left) and *LATS2* (right) mRNA in ZR75-1 cells treated for 48 h with increasing concentrations of RGZ (0, 10, 25, 50, and 100 μM, respectively); mean ± SD of two technical replicates. **(H)** ZR75-1/vector (vector) and ZR75-1/LATS2 (LATS2) cells were treated with 100 μM RGZ for 48 h, followed by PI exclusion analysis; mean ± SEM of the ratio between % PI^+^ cells in each cell type, from three independent experiments. **(I)** Cell lines derived from WT-PyMT and *Lats2*-CKO PyMT tumors were treated with 100 μM RGZ for 48 h, followed by PI exclusion analysis; mean ± SEM of the ratio between % PI^+^ cells in treated versus untreated cells, from two independent experiments.

Analysis of human luminal tumors revealed that *LATS2* and *PPARG* mRNA levels are positively correlated (Fig 5E, left); moreover, *LATS2*^L^ lumB tumors displayed reduced PPARγ signaling (Fig 5E, right). Of note, similar to *LATS2* overexpression in ZR75-1 cells (see Fig 3A), 5-Aza treatment increased the expression of both *PPARG* and *LPL* (Fig S5A), suggesting that both *LATS2* expression and PPARγ activity are epigenetically down-regulated during lumB tumorigenesis. In contrast, *PPARG* expression in luminal tumors was not significantly correlated with *LATS1* expression (Fig S5B). Interestingly, luminal breast cancer patients with low expression of both *LATS2* and *PPARG* displayed impaired overall survival, compared with patients with low *LATS2* but high *PPARG* expression (Fig 5F). Altogether, our observations support the notion that LATS2 down-regulation, which leads to reduced PPARγ signaling, may facilitate metabolic rewiring towards a more favorable energetic state, associated with more lethal tumors.

**Figure S5.**
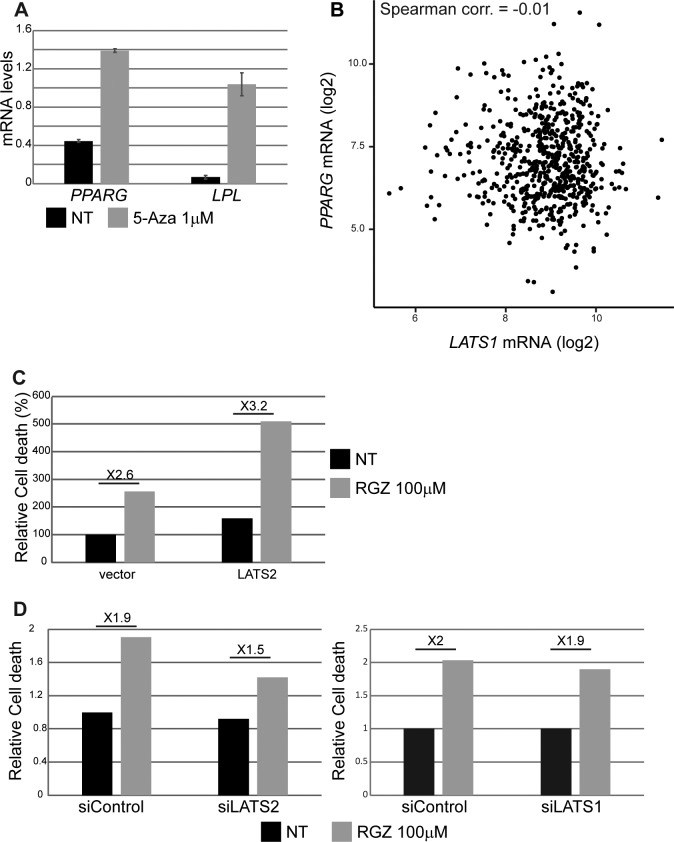
**(A)** ZR75-1 cells were treated with 1 μM 5-aza-2′-deoxycytidine (5-Aza) for 4 d. *PPARG* and *LPL* mRNA levels were analyzed by RT-qPCR; mean ± SD of two technical replicates. **(B)** Scatter plot depicting *PPARG* and *LATS1* mRNA expression levels in luminal tumors (TCGA BRCA dataset, n = 613). **(C)** ZR75-1 cells were transfected with either control vector (*GFP* only) or *GFP-LATS2* expression plasmid and treated with 100 μM RGZ for 4 d. Cell death was measured as in Fig 3D. Values were normalized relative to nontreated cells transfected with vector only. **(D)** ZR75-1 cells were transfected with the indicated siRNA oligonucleotides and treated with 100 μM RGZ for 4 d. The percentage of dead cells was measured by PI exclusion followed by flow cytometry analysis, and values were normalized to nontreated siControl cells.

PPARγ activation has been shown to inhibit proliferation and induce cell cycle arrest in breast cancer cells (Mueller et al, 1998; Suh et al, 1999; Mehta et al, 2000). Rosiglitazone (RGZ) is an FDA-approved antidiabetic drug (Soccio et al, 2014) that selectively activates PPARγ (Willson et al, 1996). As expected, treatment of ZR75-1 cells with RGZ resulted in increased PPARγ activity, reflected by augmented expression of the PPARγ target gene *LPL* as well as of the *PPARG* mRNA itself (Fig 5G, left panel). Interestingly, activation of PPARγ also resulted in up-regulation of *LATS2* mRNA (Fig 5G, right panel), implying a positive feedback between the two. Re-expression of LATS2 conferred hypersensitivity to RGZ (Figs 5H and S5C), suggesting that high LATS2 may further sensitize these cells to excessive PPARγ activation. In agreement, partial silencing of LATS2, but not LATS1, reduced sensitivity to RGZ (Fig S5D). Moreover, deletion of *Lats2* nearly abolished the death of cultured PyMT mouse tumor cells upon RGZ treatment (Fig 5I), further confirming that sensitivity of lumB breast cancer cells to PPARγ activation is LATS2 dependent.

Next, we wished to examine the impact of *Lats1* on breast cancer development in PyMT mice. To that end, we generated MMTV-Cre PyMT mice with mammary glandspecific knockout of *Lats1* (*Lats1*-CKO PyMT) (Fig S6A–C). Similar to *Lats2* deletion, conditional knockout of *Lats1* caused a significant increase in tumor burden relative to WT-PyMT littermate controls (Fig 6A). Surprisingly, a notable portion of *Lats1*-CKO PyMT mice developed adenosquamous carcinoma (Fig 6B), a tumor type not observed in *Lats2*-CKO PyMT mice (see Fig 2B). This was particularly striking because the MMTV-PyMT model typically represents ER+ lumB cancer (Maglione et al, 2001; Herschkowitz et al, 2007; Cai et al, 2017), whereas human adenosquamous carcinoma is invariably triple negative (Geyer et al, 2017). In line with this, *Lats1*-CKO PyMT tumors displayed significantly reduced ER positivity (Fig 6C) and increased abundance of the basal cell marker CK14 (Fig 6D). This suggests that differently from LATS2, LATS1 might be important for maintaining the expression of luminal cell markers and restricting cell plasticity. Notably, *LATS1*, but not *LATS2*, was down-regulated in human breast metaplastic carcinoma (Fig S6D), which is thought to occur via transdifferentiation of a subpopulation of cancer cells (van Deurzen et al, 2011). Metaplastic carcinomas are typically negative of hormone receptors (ER/PR) and HER-2/neu, and are histologically characterized by mixed epithelial and transdifferentiated components (Aydiner et al, 2015), thus resembling the adenosquamous carcinomas detected in the *Lats1*-CKO PyMT tumors. Altogether, this suggests that down-regulation of LATS1, but not LATS2, favors partial loss of luminal identity of tumor cells.

**Figure S6.**
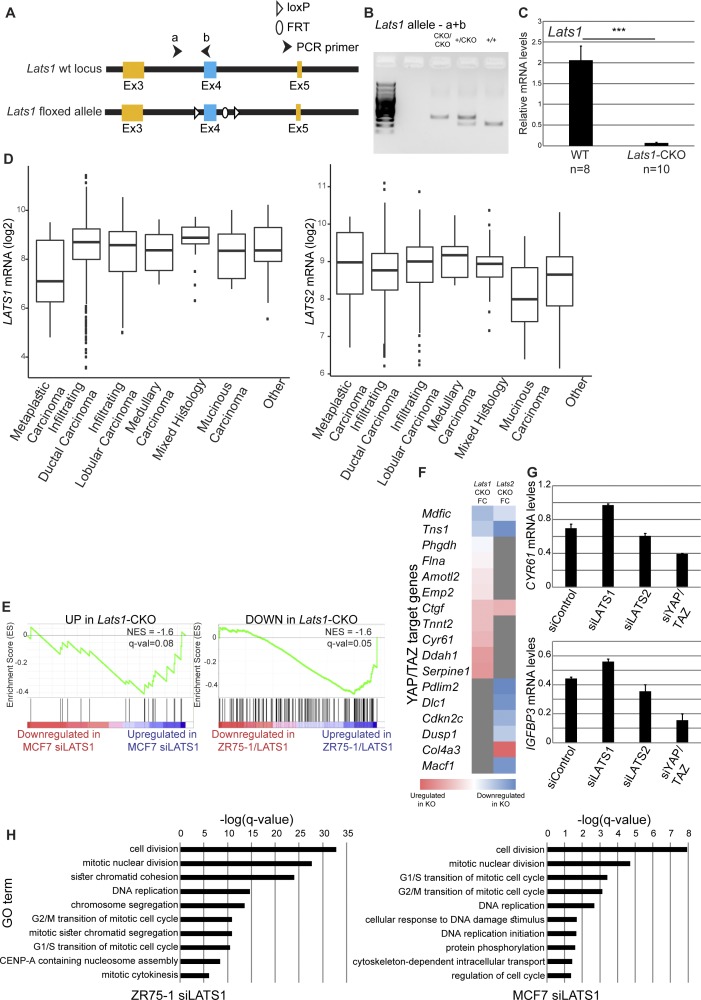
**(A)** Schematic representation of the conditional *Lats1* locus. Upon mammary-specific Cre expression, exon 4 (colored blue) is excised. **(B)** Genotyping of the *Lats1* allele. **(C)** Expression of *Lats1* mRNA in WT- and *Lats1*-CKO PyMT tumors, analyzed by RT-qPCR. Mean ± SEM of tumors from different mice. Mouse numbers indicated at the bottom; ***P-value < 0.001. **(D)** *LATS1* and *LATS2* mRNA expression levels in human breast cancer tumors (TCGA-BRCA dataset). Tumors were stratified according to histological type (n = 1095). **(E)** Genes were ranked according to fold change between *LATS1* siRNA (siLATS1) and control siRNA in transiently transfected MCF7 cells (left) or between *LATS1* overexpression and vector control in ZR75-1 cells (ZR75-1/LATS1, right) and compared with differentially expressed genes in *Lats1*-CKO PyMT tumors (adj*P*-value < 0.05, FC > 1.5). **(F)** YAP/TAZ target genes (Dupont gene set, Dupont et al, 2011), differentially expressed in either *Lats1-*or *Lats2*-CKO PyMT tumors relative to their WT-PyMT littermate controls (*P*-value < 0.05). The heat map depicts the log ratio between *Lats*-CKO and WT-PyMT littermate controls; grey indicates genes not significantly differentially expressed between the two conditions. **(G)** ZR75-1 cells were transfected with the indicated siRNA oligonucleotides. *CYR61* and *IGFBP3* mRNA levels were analyzed by RT-qPCR; mean ± SD of two technical replicates. **(H)** Functional enrichment analysis (GO biological processes) for genes differentially regulated upon *LATS1* silencing in either ZR75-1 (FC > 1.5, adj*P*-value < 0.05, n = 733, left panel) or MCF7 (FC > 1.5, adj*P*-value < 0.05, n = 285, right panel). The 10 most enriched terms for each cell line are shown.

**Figure 6.**
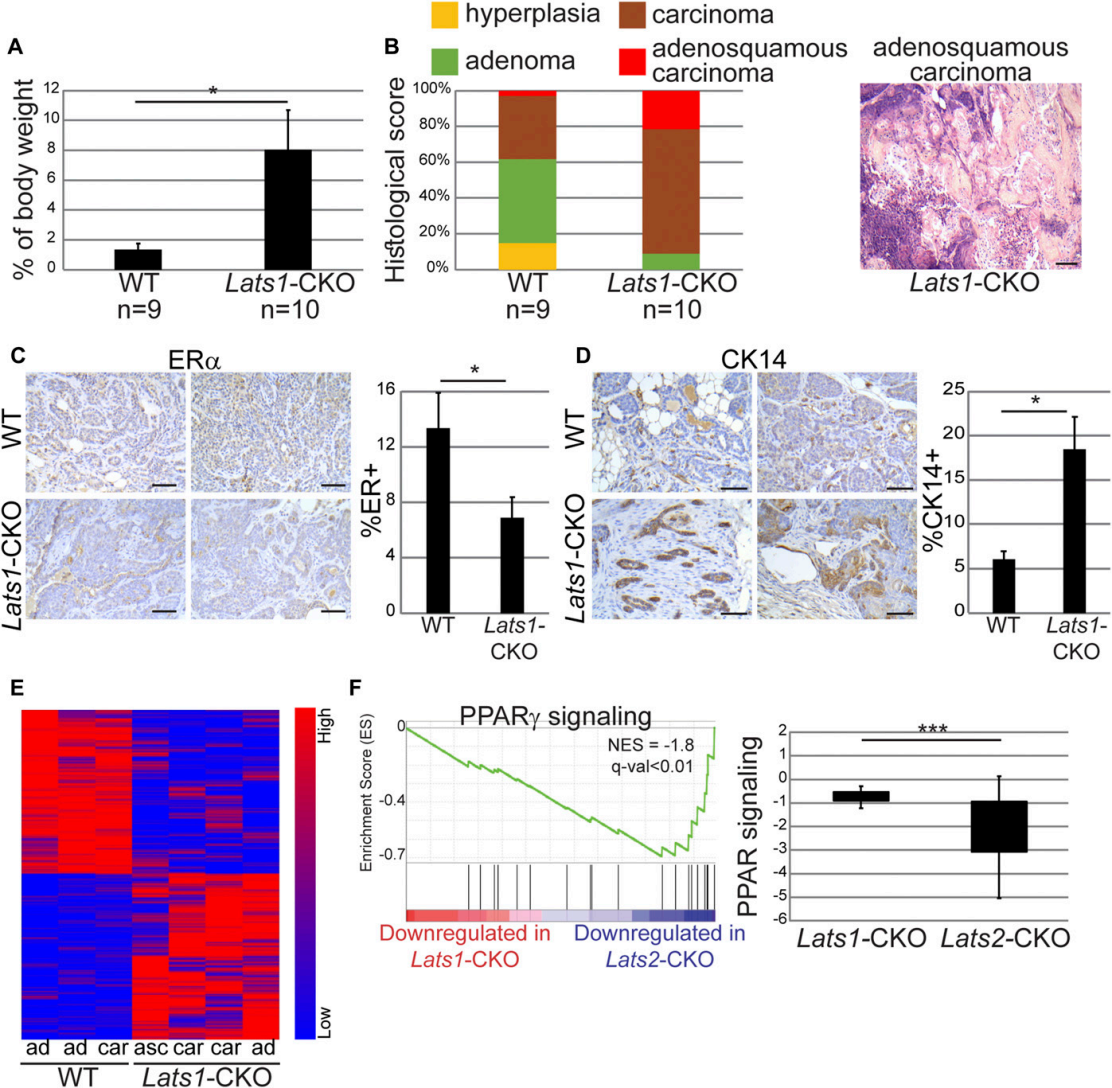
Deletion of *Lats1* is phenotypically distinct from *Lats2* deletion in PyMT tumors. **(A)** Relative tumor weight, as percentage of total body weight, in three month old *Lats1*-CKO PyMT and WT-PyMT littermate controls (n = number of mice); mean ± SEM; *P-value < 0.05. **(B)** Three mammary glands from *Lats1*-CKO PyMT and WT-PyMT littermate controls were histologically scored and tallied. Right panel: representative H&E-stained adenosquamous carcinoma sample from a *Lats1*-CKO PyMT tumor (scale bar = 200 μm). **(C)** Immunohistochemistry analysis of ERα protein expression in tumors from 3-mo-old *Lats1*-CKO PyMT and WT-PyMT littermate controls. Left panel: two representative tumor sections from each genotype (scale bar = 100 μm). Right panel: mean ± SEM of % ER^+^ cells in tumors from eight *Lats1*-CKO PyMT and 6 WT-PyMT mice; *P-value < 0.05. **(D)** Immunohistochemistry analysis of CK14, performed as in (C). Right panel depicts mean ± SEM of percentage of slide area with intense membranous CK14 staining in the invasive front of the tumor; *P-value < 0.05. **(E)** Heatmap representing hierarchical clustering of global expression patterns of tumors from 3-mo-old *Lats1*-CKO PyMT and WT-PyMT littermate controls. Standardized rld values are shown for differentially expressed genes (*P*-value < 0.05, n = 2029). ad = adenoma/MIN, car = carcinoma, asc = adenosquamous carcinoma; **(F)** Left panel: GSEA assessing PPARγ transcriptional activity in *Lats1*-CKO PyMT versus *Lats2*-CKO PyMT tumors. Genes differentially expressed (adj*P*-value < 0.05) in either *Lats1*-CKO PyMT (compared with littermate controls) or *Lats2*-CKO PyMT (compared with littermate controls) were ranked according to fold change differences (log ratio) and compared with a gene set comprising PPARγ target genes (El Akoum, 2014). Right panel: box plot representing mean fold change (log 2) of genes comprising the PPAR pathway (KEGG database) in *Lats1*-CKO PyMT and *Lats2*-CKO PyMT, each compared with their WT-PyMT littermate controls. Only genes with *P*-value of comparison < 0.05 were included; ***P-value < 0.001.

We next compared the global gene expression patterns of *Lats1*-CKO PyMT tumors and their WT-PyMT littermate control tumors (Fig 6E). 

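The deletion was plain in the *Lats1*-CKO PyMT tumors, and along with *Lats1* fell *Tead2* and *Lyn*, while the agouti gene rose. *Lats1*, on chromosome 10 of GRCm38 from 7681200 to 7716461, had 120 ± 10.5 CPM (SD, n = 3) in WT-PyMT and 35.6 ± 2.43 CPM (n = 4) in *Lats1*-CKO PyMT tumors, a log2 fold change of -1.75 (standard error 0.09) (adjusted p = 0.00364 from edgeR). *Tead2*, on chromosome 7 of GRCm38 from 45215792 to 45233468, encodes a DNA-binding partner of YAP and TAZ and had 217 ± 28.5 and 68.6 ± 8.80 CPM (log2 fold change -1.66 (standard error 0.14), adjusted p = 0.0224 from edgeR). *Lyn*, a Src-family kinase, had 101 ± 5.32 and 44.6 ± 5.19 CPM (log2 fold change -1.18 (standard error 0.11), adjusted p = 0.0414). Agouti, which sets coat color and whose symbol is a single letter, had 0 to 3 counts in each WT-PyMT library and 1886 to 7030 in each *Lats1*-CKO library (adjusted p = 0.00996 from edgeR). Its rise is not particular to *Lats1* deletion: *Lats2*-CKO 7, 8 and 16 had 16581, 13115 and 8489 counts, and *Lats2*-CKO 1 had 7. An inherited difference between the Lats-CKO and WT-PyMT mice cannot be told apart from an effect of the deletion. *Lats2* was at 24.8 ± 5.64 CPM in WT-PyMT and 35.1 ± 4.64 CPM in *Lats1*-CKO PyMT tumors (log2 fold change 0.50 (standard error 0.18), adjusted p = 0.413). EdgeR's call of *Lats1* was lost without WT-PyMT 20 (0.0622) or WT-PyMT 17 (0.0644), that of agouti without WT-PyMT 20 (0.0881), WT-PyMT 17 (0.191) or *Lats1*-CKO 27 (0.0536), that of *Tead2* without WT-PyMT 20 (0.107), WT-PyMT 17 (0.244), *Lats1*-CKO 27 (0.0572), *Lats1*-CKO 14 (0.0938) or *Lats1*-CKO 18 (0.0605), and that of *Lyn* without WT-PyMT 20 (0.194), WT-PyMT 22 (0.130), WT-PyMT 17 (0.306), *Lats1*-CKO 27 (0.0622), *Lats1*-CKO 14 (0.0710) or *Lats1*-CKO 18 (0.126). With the adipocyte mean as a covariate the calls of *Lats1*, *Tead2* and agouti (0.0591) and of *Lyn* (0.206) were lost although the log2 fold changes stayed about as large (-1.89 for *Lats1*, -2.0 for *Tead2* and -1.07 for *Lyn*), as were those of *Tead2*, *Lyn* and agouti with all 14 libraries in 1 fit (0.783), that of *Lyn* with histology (0.171) or the lymphocyte mean (0.0740) as a covariate or with RLE scaling (0.0536), and those of *Tead2* (0.0573) and *Lyn* (0.0780) without both WT-PyMT 22 and *Lats1*-CKO 21.

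**Figure D1:**
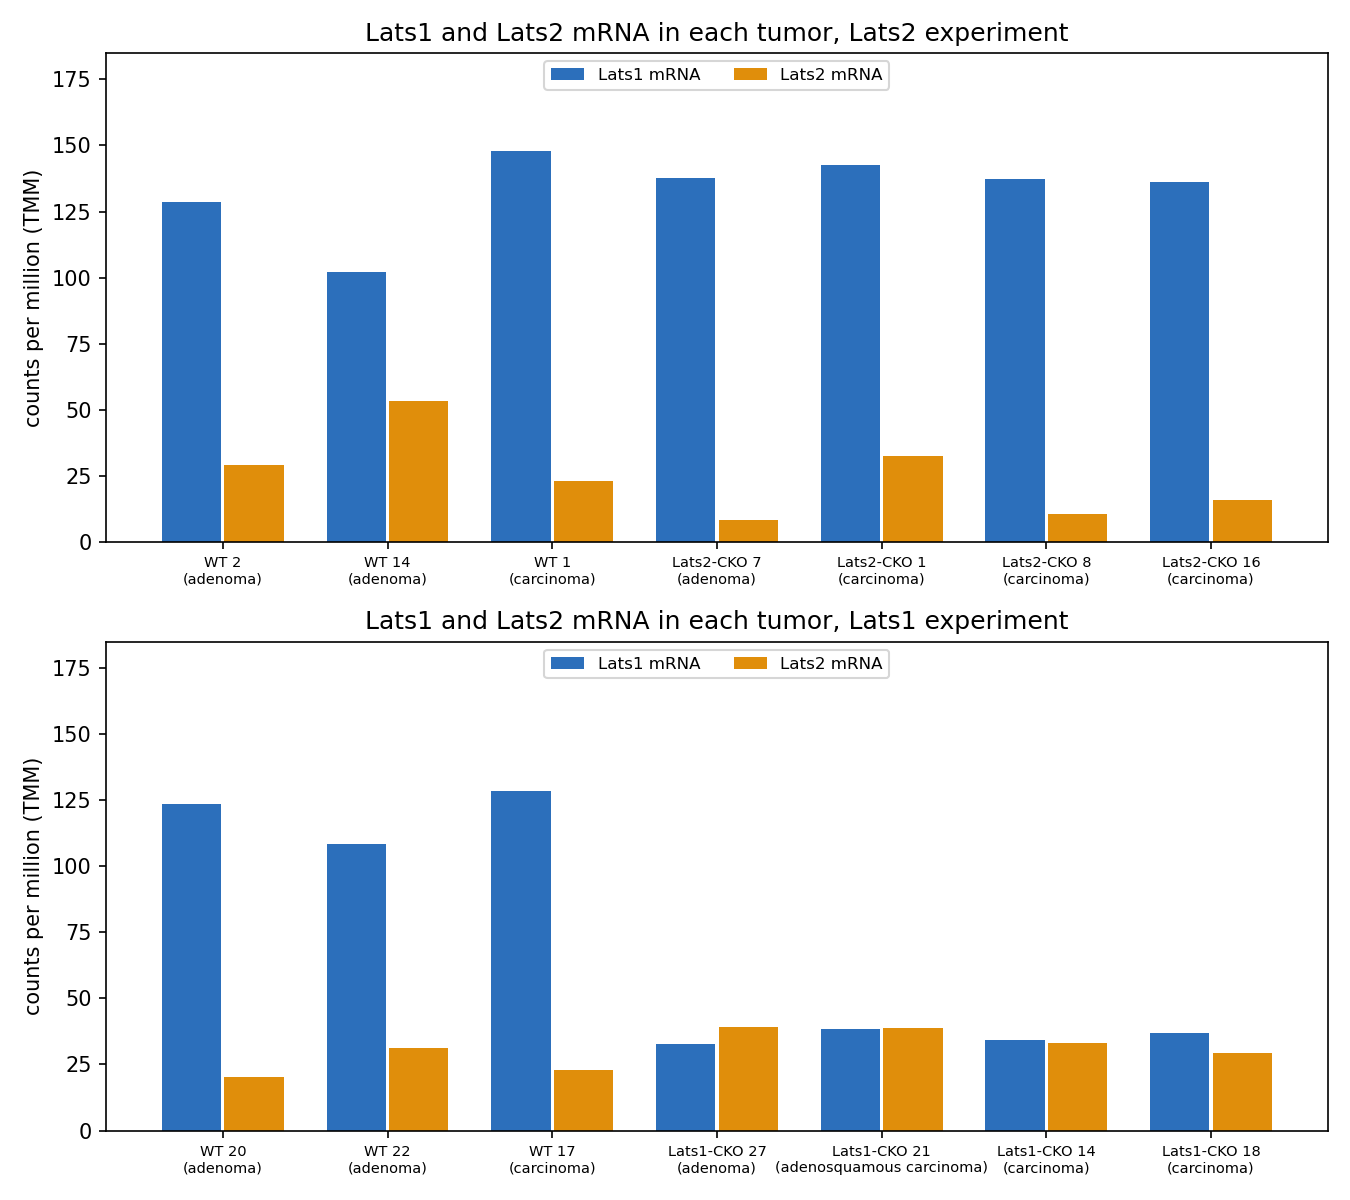
CPM (linear axis from 0) in each of the 14 libraries, with the Lats2 experiment above and the Lats1 experiment below; each tumor has 1 bar for Lats1 (blue) and 1 for Lats2 (orange), and genotype and histology stand under the bars. The 4 Lats1-CKO libraries lie between 32.9 and 38.3 CPM of Lats1, below every WT-PyMT library, whereas 1 Lats2-CKO library lies within the WT-PyMT range of Lats2.

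Genes of low-oxygen response rose as a list (median log2 fold change 0.64, 19 of 21 higher, adjusted p = 4.96e-14 from camera; adjusted p = 0.135 with an estimated correlation), and adjusted over the list alone 9 were higher. They include *Vegfa*, which draws in blood vessels (log2 fold change 1.38 (standard error 0.20)), and *Car9*, a carbonic anhydrase at the cell surface (2.75 (standard error 0.57)). Interferon response genes rose (median 1.74, 16 of 16 higher, adjusted p = 1.74e-07; adjusted p = 0.343 with an estimated correlation). Their mean was 2.76 log2 CPM in WT-PyMT 20, about the same in WT-PyMT 17, and 5.83 to 6.95 in 3 *Lats1*-CKO PyMT tumors, but 5.60 in WT-PyMT 22 and 3.30 in *Lats1*-CKO 18. Beyond the lists, DESeq2 called the transcription factor genes *Sox11* (4.99 (standard error 0.74), adjusted p = 4.25e-13) and *Tbx15* (4.42 (standard error 0.56), adjusted p = 2.51e-18) higher, and *G0s2*, an inhibitor of fat-cell lipolysis, lower (-1.87 (standard error 0.22), adjusted p = 3.79e-11). EdgeR called these 3 genes only without *Lats1*-CKO 21 (0.0395, 0.0395 and 0.0364).

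These tumors, from 4 *Lats1*-CKO PyMT mice (1 adenoma/MIN, 1 adenosquamous carcinoma, 2 carcinomas) and 3 WT-PyMT littermates (2 adenomas, 1 carcinoma) aged 3 months, were sequenced and counted as those of the *Lats2* experiment, on a lane of their own. The counts add up to 23981243 to 25345231 per WT-PyMT library and to 18593864 to 22087344 per *Lats1*-CKO library, beside the 29000000 to 38000000 reads that the paper states. Of 17763 genes in the table, all tested as in the *Lats2* experiment, edgeR called 1 higher and 3 lower, with 846 higher and 1169 lower at an unadjusted p under 0.05. DESeq2 called 287 higher and 299 lower. Of 42 lists, 30 were called by camera, and 5 of these with an estimated correlation. The number of genes edgeR called was 19 without the adenosquamous tumor *Lats1*-CKO 21, 1 without *Lats1*-CKO 27, 0 without WT-PyMT 20 or WT-PyMT 17 (1549 and 1635 at an unadjusted p under 0.05), and 0 with the adipocyte mean as a covariate, where 1754 genes were at an unadjusted p under 0.05.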

Overall, the expression pattern changes in the mouse *Lats1*-CKO PyMT tumors agreed well with those seen in human luminal cancer cell lines (MCF7 and ZR75-1) subjected to either up- or down-modulation of LATS1 (Fig S6E), supporting the human relevance of the *Lats1*-CKO PyMT model. 

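*Lats1* and *Lats2* deletion differed in *Lats1* itself and, as lists by camera's test, in milk, interferon and Wnt genes among others. The change in *Lats1*-CKO PyMT tumors minus that in *Lats2*-CKO PyMT tumors, each against its own WT-PyMT tumors, was tested over all 14 libraries, for 17232 genes. At an adjusted p under 0.05, edgeR called *Lats1* (difference of log2 fold changes -1.85), the predicted gene *Gm8801* (7.73) and the uncharacterized *4833420G17Rik* (1.86). DESeq2 called 14 genes. The size for *Gm8801* rests on 1 count in all over the 4 *Lats2*-CKO libraries, and its call was lost without WT-PyMT 20 (0.0626), WT-PyMT 22 (0.0628) or WT-PyMT 17 (0.0575). Among the fits without 1 library, the call of *4833420G17Rik* held only without WT-PyMT 2, 14 or 1, and was lost without *Lats2*-CKO 7 (0.0863), *Lats2*-CKO 1 (0.156), *Lats2*-CKO 8 (0.172), *Lats2*-CKO 16 (0.205), WT-PyMT 20 (0.166), WT-PyMT 22 (0.596), WT-PyMT 17 (0.233), *Lats1*-CKO 27 (0.135), *Lats1*-CKO 21 (0.280), *Lats1*-CKO 14 (0.129) or *Lats1*-CKO 18 (0.149). Interferon response genes had a higher change in *Lats1*-CKO than in *Lats2*-CKO PyMT tumors (median difference 1.3, adjusted p = 2.20e-04 from camera; adjusted p = 0.809 with an estimated correlation), as did targets of Wnt/beta-catenin signaling (median 2.36, adjusted p = 0.0147; adjusted p = 0.749 with an estimated correlation). Among the latter, *Lgr5*, a Wnt co-receptor of stem cells, had a log2 fold change of 3.44 (standard error 0.64) in *Lats1*-CKO PyMT tumors and *Wif1*, a secreted Wnt inhibitor, one of 2.54 (standard error 0.68). Milk and alveolar genes had a lower change (median -2.80, adjusted p = 7.13e-07; adjusted p = 0.529 with an estimated correlation), and the *Lats2*-CKO PyMT adenoma/MIN had the most of their transcripts. Of 42 lists, 16 were called in this comparison, 8 in each direction and some of them chosen on changes in these same tumors, and 0 with an estimated correlation. Calls of these lists were lost without WT-PyMT 1 for interferon genes (0.0758) and Wnt targets (0.0614), without WT-PyMT 2 for Wnt targets (0.0696), without *Lats2*-CKO 16 for Wnt targets (0.0539), and without *Lats1*-CKO 21 for Wnt targets (0.744), and without the 4 libraries named below for Wnt targets (0.314). EdgeR called 5 genes without WT-PyMT 1, 1 without WT-PyMT 20, 22 or 17 each, and 0 with 4 libraries left out together (*Lats2*-CKO 1 and 7, WT-PyMT 22 and *Lats1*-CKO 21), where 558 were at an unadjusted p under 0.05.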

Of note, the altered signaling pathways pattern in *Lats1*-CKO PyMT tumors was distinct from that observed upon depletion of *Lats2*. For example, unlike in *Lats2*-CKO PyMT tumors, PPARγ signaling was only mildly deregulated in *Lats1*-CKO PyMT tumors (Fig 6F). Also, up-regulation of YAP/TAZ target genes was more apparent in *Lats1*-CKO PyMT tumors and following *LATS1* silencing in ZR75-1 cells, as compared with *Lats2*-CKO PyMT tumors (Fig S6F) or *LATS2* silencing, respectively (Fig S6G). This is consistent with canonical YAP/TAZ inhibition by LATS1 in the human breast cancer setting (Zhang et al, 2008; Cordenonsi et al, 2011; Britschgi et al, 2017). Furthermore, in agreement with the known ability of hyperactive YAP/TAZ to augment cell proliferation, *LATS1* silencing in human luminal breast cancer-derived cells yielded a transcriptional signature strongly enriched for cell cycle and mitosis-related pathways (Fig S6H).

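PPAR signaling was lower in *Lats1*-CKO PyMT tumors as well. *Pparg* had 11.1 ± 4.26 CPM (SD, n = 3) in WT-PyMT and 2.17 ± 2.2 CPM (n = 4) in *Lats1*-CKO PyMT tumors, a log2 fold change of -2.34 (standard error 0.69) that DESeq2 called (adjusted p = 0.0282) and edgeR did not (adjusted p = 0.326). The PPAR signaling list fell (median log2 fold change -0.64, 33 of 40 lower, adjusted p = 7.65e-11 from camera; adjusted p = 0.0521 with an estimated correlation), and adjusted over the list alone 7 members were lower. The PPARγ targets fell (median -0.90, 40 of 55 lower, adjusted p = 3.49e-09; adjusted p = 0.180 with an estimated correlation), with 10 lower and 2 higher when adjusted over the list alone. *Dbi*, which binds acyl-CoA, had a log2 fold change of -0.91 (standard error 0.16) and *Acsl1*, which activates fatty acids, one of -1.13 (standard error 0.14), both called by DESeq2 (adjusted p = 4.73e-05 and 2.96e-09). Adipocyte markers were lower too (median -2.43, adjusted p = 1.86e-14; adjusted p = 0.192 with an estimated correlation), with means of 4.89 to 6.11 log2 CPM in the WT-PyMT tumors, 4.73 in the *Lats1*-CKO PyMT adenoma/MIN and -0.58 to 1.76 in the others.

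**Figure D2:**
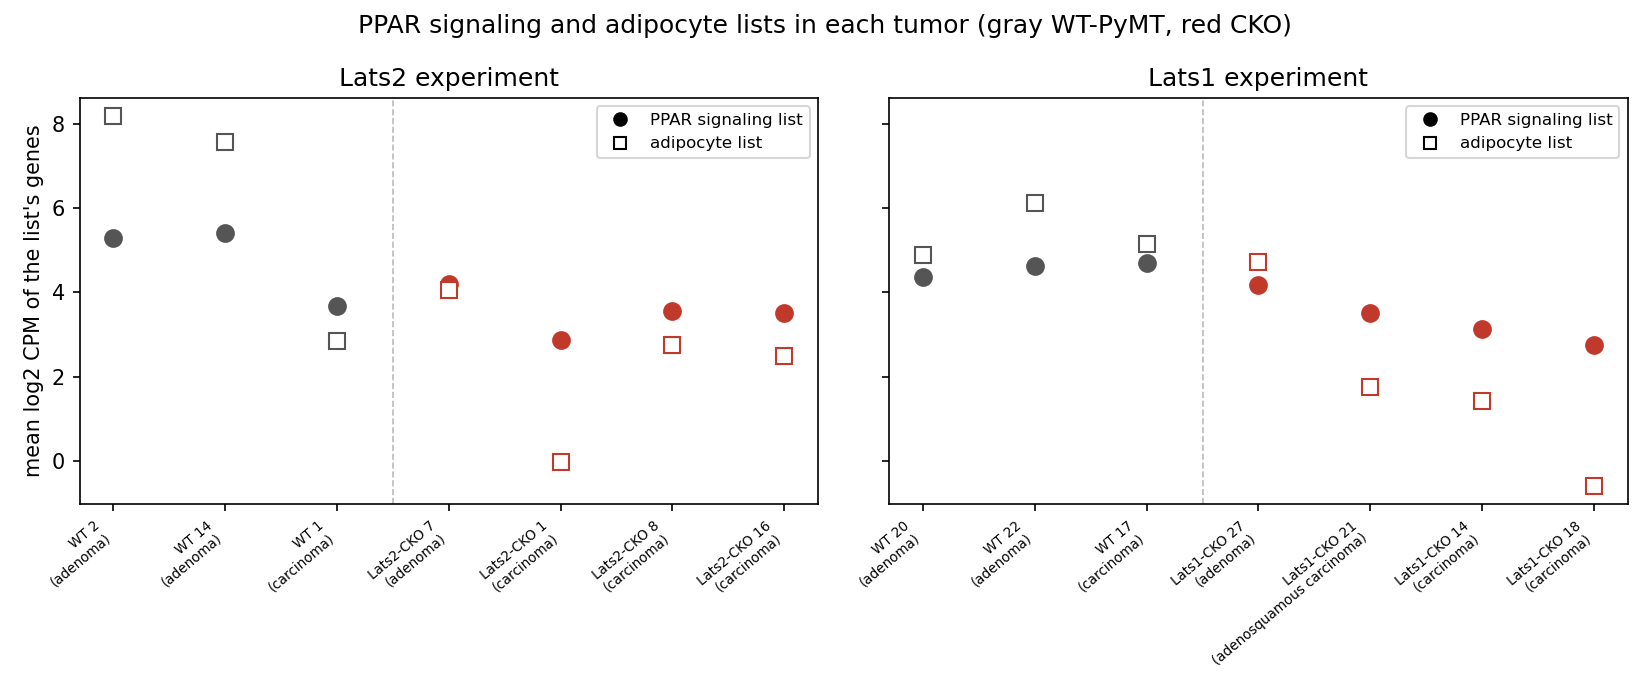
Mean log2 CPM of the PPAR signaling list (circles) and of the adipocyte list (squares) in each tumor, with genotype by color (WT-PyMT gray, CKO red) and histology under each tumor; the Lats2 experiment is on the left and the Lats1 experiment on the right. In the Lats2 experiment the WT-PyMT adenomas lie at 5.28 and 5.41 for the PPAR signaling list, apart from the carcinoma WT-PyMT 1 at 3.67 and the Lats2-CKO tumors at 2.86 to 4.19.

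Camera's test of the difference between the genotypes did not call the PPAR signaling list (median difference 0.17 and direction of the test lower, adjusted p = 0.986) or the PPARγ targets (median 0.42, adjusted p = 0.265). Among the members of PPAR signaling at an unadjusted p under 0.05, 17 in each experiment, the median log2 fold change was -0.91 in *Lats1*-CKO PyMT tumors (quartiles -2.11 and -0.59). In GSEA of the genes ranked by the difference, the PPARγ targets had a normalized enrichment score of -1.60 (adjusted p = 0.0297, fgsea) and PPAR signaling one of -1.20 (adjusted p = 0.369), toward lower levels in *Lats2*-CKO PyMT tumors. Over the 651 genes that DESeq2 called in either comparison, the selection stated for Fig 6F, the scores were -1.77 (adjusted p = 0.00678) and -1.68 (adjusted p = 0.0167), again toward lower levels in *Lats2*-CKO. Within *Lats1*-CKO against WT-PyMT, GSEA gave 0.94 (adjusted p = 0.555) for the targets and 1.48 (adjusted p = 0.0620) for PPAR signaling, toward lower levels in *Lats1*-CKO. Both lists were called lower by fgsea under the other rankings. DESeq2's ranking gave 1.54 (adjusted p = 0.0424) for the targets and 1.81 (adjusted p = 0.00880) for PPAR signaling. All tested genes gave 1.75 (adjusted p = 0.00106) and 1.85 (adjusted p = 2.32e-04). With camera, the difference of the PPARγ targets was called without WT-PyMT 1 (adjusted p = 3.72e-04), *Lats2*-CKO 7 (0.0467) or *Lats1*-CKO 18 (0.0479), and with the adipocyte mean as a covariate PPAR signaling was still called lower in *Lats1*-CKO PyMT tumors (0.0150), whereas the targets (0.383) and the adipocyte markers (0.704, turned) were not called. The adipocyte mean is made of those markers and includes some of the targets, such as *Adipoq*.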

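Targets of YAP and TAZ were higher in *Lats1*-CKO PyMT tumors. *Cyr61*, a secreted matrix protein, had 86.2 ± 10.7 CPM (SD, n = 3) in WT-PyMT and 179 ± 35.6 CPM (n = 4) in *Lats1*-CKO PyMT tumors (log2 fold change 1.05 (standard error 0.18); adjusted p = 3.78e-05 from DESeq2 and 0.169 from edgeR). *Ctgf*, another secreted matrix protein, had 66.3 ± 10.1 and 160 ± 100 CPM (log2 fold change 1.3 (standard error 0.49); adjusted p = 0.112 from DESeq2). *Igfbp3*, which binds insulin-like growth factors, had a log2 fold change of 2.11 (standard error 0.45) and was called by DESeq2 (adjusted p = 1.12e-04). The list of 21 targets tested here was written from general knowledge and is not the published set of the paper's Fig S6F. Of 21 targets, 15 were higher, the list rose (median log2 fold change 0.51, adjusted p = 1.46e-04 from camera; adjusted p = 0.256 with an estimated correlation), and adjusted over the list alone 5 were higher. The list's GSEA score among the genes at an unadjusted p under 0.05 was -1.51, toward higher levels in *Lats1*-CKO PyMT tumors (adjusted p = 0.0763, fgsea), and over all tested genes one of -1.61 (adjusted p = 0.0126).

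In *Lats2*-CKO PyMT tumors 14 targets were higher, and the list did not pass the test (median 0.07, adjusted p = 0.102 from camera), except without the adenoma/MIN *Lats2*-CKO 7 (0.00383, higher). DESeq2 called 0 of the targets here, and 5 of them higher in *Lats1*-CKO. Of 17 genes named in the paper's Fig S6F, it called 5 higher and 1 lower in *Lats1*-CKO and 0 in *Lats2*-CKO. The paper shows those genes because they changed in either genotype, so that they were chosen on these same tumors. *Cyr61* had 50.7 ± 29.9 CPM in WT-PyMT and 101 ± 75.5 CPM in *Lats2*-CKO PyMT tumors, with 212 CPM in *Lats2*-CKO 1, the tumor whose *Lats2* level was in the WT-PyMT range, and 51.5 to 84.1 CPM in the other 3. *Ctgf* had 56.8 ± 24.0 and 123 ± 56.3 CPM, so that *Ctgf* differed about as much in both experiments. The test of the difference between the genotypes did not call the list (median difference 0.36, adjusted p = 0.369), except without WT-PyMT 14 (adjusted p = 0.0293) or *Lats2*-CKO 1 (0.0470).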

Congruous with the changes in ER and CK14 levels in *Lats1*-CKO PyMT tumors (see Fig 6C and D), the expression pattern of *Lats1*-CKO PyMT tumors was similar to other ER-negative mouse mammary tumors (Fig 7A) and dissimilar to mature luminal cells (Fig 7B). Furthermore, it was significantly similar to that of human basal-like tumors, compared with luminal tumors (Fig 7C). In addition, we derived a basal-like expression signature from human breast cancer samples (TCGA dataset, see the Materials and Methods section) and found it to be up-regulated selectively in the *Lats1*-CKO PyMT, but not *Lats2*-CKO tumors (each compared with WT-PyMT littermate control tumors, Fig 7D and Table S3). 

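Transcripts of the estrogen receptor were fewer in *Lats1*-CKO than in WT-PyMT tumors. Those of keratin 14 exceeded the WT-PyMT range in the adenosquamous tumor only, and neither gene passed the test alone. The paper measured ER and CK14 as protein by immunohistochemistry, with CK14 scored at the invasive front, so that the comparison with RNA is not like for like. *Esr1*, the estrogen receptor gene, had 13.8 ± 4.17 CPM (SD, n = 3) in WT-PyMT and 5.91 ± 2.68 CPM (n = 4) in *Lats1*-CKO PyMT tumors (log2 fold change -1.23 (standard error 0.41); adjusted p = 0.384 from edgeR and 0.101 from DESeq2). *Krt14*, which encodes the basal keratin CK14, had 89.9 ± 37.7 and 227 ± 284 CPM (log2 fold change 1.34 (standard error 0.90), adjusted p = 0.588 from edgeR). The adenosquamous tumor *Lats1*-CKO 21 held 652 CPM of *Krt14*, and the other *Lats1*-CKO PyMT tumors 53.3 to 114, within the 47.3 to 119 CPM of the WT-PyMT tumors.

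Genes up in other ER-negative mouse tumors rose in *Lats1*-CKO PyMT tumors, 140 of 212 being higher (median log2 fold change 0.12, adjusted p = 1.99e-07 from camera; adjusted p = 0.00520 with an estimated correlation), with 8 higher and 1 lower when adjusted over the list alone. Genes down in those tumors fell, 103 of 204 being lower (median -0.03, adjusted p = 5.67e-04; adjusted p = 0.146 with an estimated correlation), with 4 lower when adjusted over the list alone. In GSEA of the 2015 genes at an unadjusted p under 0.05, the score was -2.09 for the first list and 1.81 for the second, a positive score meaning lower levels in *Lats1*-CKO PyMT tumors (adjusted p = 3.83e-04 and 0.00250, fgsea). Genes that are lower in mature luminal cells than in mammary stem cells rose (median 0.14, 337 of 552 higher, adjusted p = 0.00114 from camera; adjusted p = 0.343 with an estimated correlation), with 0 passing edgeR's test when adjusted over the list alone and 76 higher and 27 lower at an unadjusted p under 0.05. Their score was -1.46 (adjusted p = 0.0137, fgsea). This list lost its call by camera without the adenoma *Lats1*-CKO 27 (adjusted p = 0.0679), and over all tested genes the score of the list down in ER-negative tumors was 1.1 (adjusted p = 0.155).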

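Genes up in human basal-like tumors leaned upward in *Lats1*-CKO PyMT tumors without passing the list test. Of 1133 measured mouse orthologs of the TCGA list, 657 were higher and 476 lower (median log2 fold change 0.12, adjusted p = 0.114 from camera), and adjusted over the list alone 5 were higher and 6 lower. Of 311 orthologs of the second list, which compares basal with lumB tumors, 190 were higher (median 0.11, adjusted p = 0.0523), with 3 higher and 2 lower when adjusted over the list alone. *Vegfa* and the hypoxia genes aside, the genes that stood out include *Rcor2*, a corepressor of neuronal genes, with a log2 fold change of 1.86 (standard error 0.19) that DESeq2 called (adjusted p = 2.18e-22) and edgeR only without *Lats1*-CKO 21 (0.0395). In GSEA of the genes at an unadjusted p under 0.05, 201 orthologs of the TCGA list gave a score of -1.30 and 53 of the second list one of -1.02, toward higher levels in *Lats1*-CKO PyMT tumors (adjusted p = 0.0284 and 0.436, fgsea). With DESeq2's ranking the second score was -1.66 (adjusted p = 0.00880). Without *Lats1*-CKO 18, camera called both lists (adjusted p = 0.0183 and 0.00423), and it called the second without WT-PyMT 20 (0.0394), WT-PyMT 17 (0.0498) or *Lats1*-CKO 14 (0.0296). It called both with the adipocyte mean as a covariate (0.0118 and 0.00378) and the second with histology (0.0374).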

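Every measured gene of the basal signature was higher in *Lats1*-CKO PyMT tumors. *Krt23*, a type I keratin, had 14.6 ± 3.98 CPM (SD, n = 3) in WT-PyMT and 44.3 ± 10.5 CPM (n = 4) in *Lats1*-CKO PyMT tumors (log2 fold change 1.61 (standard error 0.26)). *Tnn*, the matrix protein tenascin N, had 0.177 ± 0.235 and 7.62 ± 6.05 CPM (5.38 (standard error 1.24)). *Tacr1*, the receptor of substance P, had a log2 fold change of 2.47 (standard error 0.51), and *Itga3*, an integrin subunit that binds laminin, one of 0.66 (standard error 0.18). All 15 genes were higher (median log2 fold change 0.83, adjusted p = 6.90e-20 from camera; adjusted p = 0.00233 with an estimated correlation), and adjusted over the list alone 14 passed edgeR's test. The study chose these genes among those changed in these same tumors, so that the count is not independent evidence of its direction. The signature's mean lay between 4.73 and 5.04 log2 CPM in the *Lats1*-CKO PyMT tumors and between 3.50 and 3.67 in the WT-PyMT tumors.

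**Figure D3:**
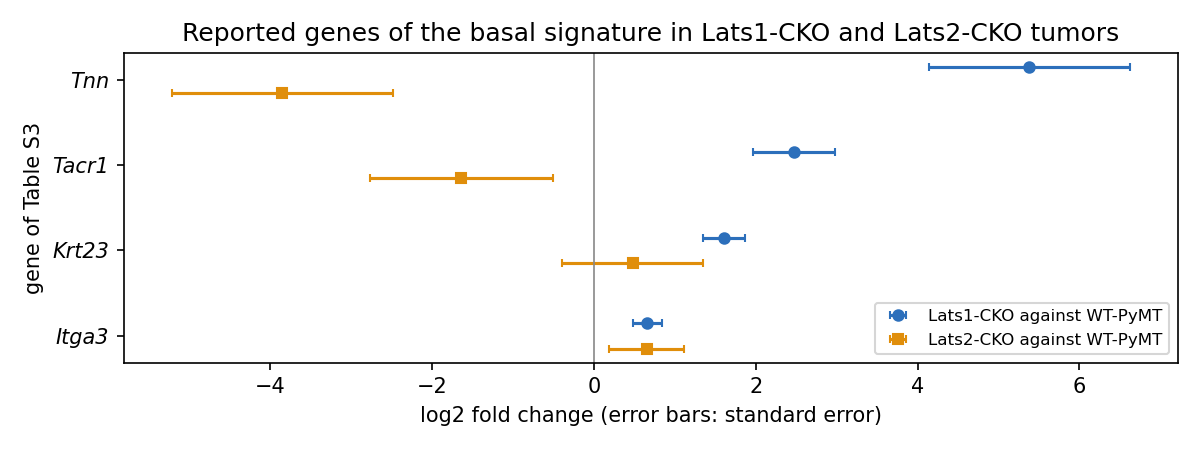
Log2 fold change (edgeR) of the 4 signature genes named here in Lats1-CKO and in Lats2-CKO PyMT tumors against their WT-PyMT tumors; points are estimates and bars their standard errors. In Lats1-CKO the 4 genes lie between 0.66 and 5.38, all above 0. The 2 genes below 0 in Lats2-CKO are the only ones of the 15 in the signature, 13 being above 0.

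In *Lats2*-CKO PyMT tumors 13 of the 15 genes were higher as well, and the list rose by camera's test (median 0.45, adjusted p = 0.0144; adjusted p = 0.514 with an estimated correlation), with 0 genes passing edgeR's test when adjusted over the list alone, 1 higher and 1 lower at an unadjusted p under 0.05. *Tnn* (-3.85 (standard error 1.37)) and *Tacr1* (-1.64 (standard error 1.13)) were the exceptions, which rest on WT-PyMT 14, since without it *Tnn* was at -0.95 and *Tacr1* turned to 1.37, as it did with the lymphocyte mean as a covariate (1.24). The list's call was lost without *Lats2*-CKO 1 (adjusted p = 0.127), with histology as a covariate (0.199) and with the adipocyte mean as one (0.923, turned), and 10 of the 35 groupings of the 7 libraries, the real one included, gave as large a shift in either direction. The difference between the genotypes was called for the list (median difference 0.48, adjusted p = 0.00204 from camera; adjusted p = 0.529 with an estimated correlation), and not without WT-PyMT 1 (adjusted p = 0.0758). Since the genes were chosen as changed in *Lats1*-CKO or *Lats2*-CKO tumors, the rise in *Lats2*-CKO and the difference carry no independent weight either.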

Overall, this implies that LATS1 is important for maintaining luminal breast cancer-associated expression patterns; without it, tumors may become more basal-like, even within an otherwise lumB-predisposed in vivo setting. 

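Genes of hormone-sensing luminal cells were lower in *Lats1*-CKO PyMT tumors, 14 of 14 measured ones. *Areg*, a growth factor that estrogen induces in the mammary gland, had a log2 fold change of -1.3 (standard error 0.32) (adjusted p = 0.0107 from DESeq2), *Cited1*, a cofactor of the estrogen receptor, one of -2.01 (standard error 0.70), and *Gata3*, a transcription factor of luminal cells, one of -0.51 (standard error 0.18). The list fell (median -1.05, adjusted p = 2.20e-07 from camera; adjusted p = 0.0185 with an estimated correlation), although 0 of its genes passed edgeR's test when adjusted over the list alone, 8 being lower at an unadjusted p under 0.05. Its mean was 4.96 to 5.46 log2 CPM in the WT-PyMT tumors and 3.94 to 4.47 in the *Lats1*-CKO PyMT tumors. The luminal keratin genes *Krt8* and *Krt18* had log2 fold changes of -0.30 (standard error 0.17) and -0.16 (standard error 0.11). Basal and myoepithelial genes rose as a list (median 0.71, adjusted p = 0.0143; adjusted p = 0.429 with an estimated correlation), with 2 higher and 1 lower when adjusted over the list alone. Their call was lost without WT-PyMT 20 (0.0620), WT-PyMT 22 (0.0768), *Lats1*-CKO 27 (0.0679) or the adenosquamous *Lats1*-CKO 21 (0.208), and without both *Lats1*-CKO 21 and WT-PyMT 22 (0.921). Their members moved both ways: *Itga6*, an integrin subunit of basal cells, had a log2 fold change of 0.71 (standard error 0.16) and *Itgb4*, its partner in hemidesmosomes, one of -1.01 (standard error 0.19), both called by DESeq2 (adjusted p = 0.00177 and 4.27e-04). In *Lats2*-CKO PyMT tumors the hormone-sensing list did not pass the test (median -0.69, adjusted p = 0.0919), but was called lower without WT-PyMT 14 (6.51e-04) or *Lats2*-CKO 16 (0.0144) and with the lymphocyte mean as a covariate (0.0257), and higher with the adipocyte mean as one (0.0264). *Esr1* had a log2 fold change of -0.96 (standard error 0.35) in *Lats2*-CKO PyMT tumors. From the likeness to ER-negative and basal-like tumors and the signature, the paper proposes that LATS1 maintains luminal expression patterns. Without it, in the paper's view, tumors may become more basal-like. Its other evidence includes protein staining of ER and CK14, adenosquamous carcinomas in *Lats1*-CKO PyMT mice and low LATS1 in human basal-like tumors.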

To further examine this possibility, we generated a *LATS1*^L^ 20-gene signature, comprising genes that were selectively down-regulated in *LATS1*-low human breast tumors (see Fig 1A) and evaluated its expression in different breast cancer subtypes. Notably, this signature (Fig 7E), as well as *LATS1* mRNA itself (Fig 7F), was strongly down-regulated particularly in basal-like tumors. Furthermore, LATS1 protein levels were lower in TNBC tumors relative to luminal tumors, whereas the opposite trend was seen for LATS2 (Fig 7G).

Table S3 Genes comprising the basal-associated gene signature shown in Fig 7D. Expression difference between *Lats*-CKO PyMT and WT PyMT littermate control tumors (log2 ratio) is shown for each gene.

**Figure 7.**
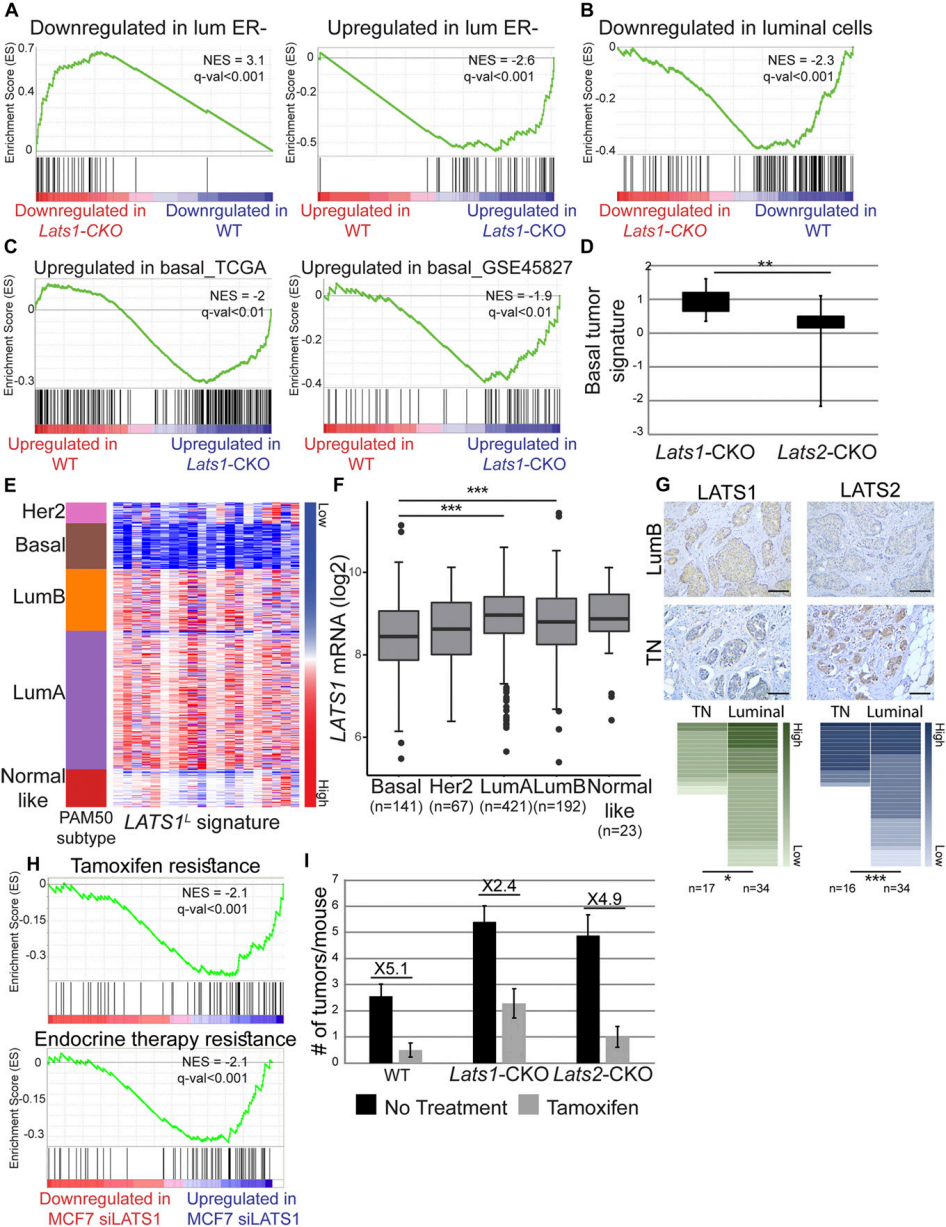
Down-regulation of LATS1 promotes the formation of tumors enriched in basal-like features. **(A)** Genes were ranked according to fold change between *Lats1*-CKO PyMT and WT-PyMT tumors (*P*-value < 0.05), and compared with genes differentially expressed in ER-negative PyMT tumors (GSE64453), using GSEA. **(B)** Genes were ranked as in (A) and compared with genes down-regulated in mature luminal cells relative to mammary stem cells (GSE19446), using GSEA. **(C)** Genes were ranked as in (A) and compared with genes up-regulated in human basal-like tumors relative to luminal tumors (TCGA, see the Materials and Methods section) (left panel) or genes up-regulated in human basal tumors relative to lumB (GSE45827), using GSEA. **(D)** Box plot representing mean fold change (log2) of genes comprising the basal tumor signature (see the Materials and Methods section and Table S3), in *Lats1*-CKO PyMT and *Lats2*-CKO PyMT tumors compared with their WT-PyMT littermate controls. **(E)** Heatmap depicting the expression levels of the 20 most down-regulated genes in *LATS1*^L^ tumors relative to *LATS*^H^ tumors (see Table S4 and the Materials and Methods section). Tumors were sorted according to the PAM50 classification. **(F)** Relative expression levels of *LATS1* in different breast cancer subtypes (PAM50 and TCGA-BRCA). Numbers of samples are indicated at the bottom. ANOVA coupled with Dunnett's test; ***P-value < 0.01. **(G)** Immunohistochemistry (IHC) analysis of LATS1 and LATS2 in luminal and triple negative (TN) human tumors. Representative tumor sections of human lumB and TN tumors are shown in the upper panel (scale bar = 100 μm). Lower panel: human tumor samples (n = number of samples in each subtype) were scored by IHC (see the Materials and Methods section) for LATS1 and LATS2; *P-value < 0.05, ***P-value < 0.001. **(H)** Genes were ranked according to fold change between control siRNA-transfected and *LATS1* siRNA-transfected (siLATS1) MCF7 cells and compared with the indicated gene sets (Creighton et al, 2008; Massarweh et al, 2008), using GSEA. **(I)** WT-PyMT, *Lats1*-CKO PyMT, and *Lats2*-CKO PyMT mice were injected IP with 4-hydroxytamoxifen (Tamoxifen) or left untreated (no treatment); n = 12, 18, 7, 10, 9, and 9, respectively.

Silencing of *LATS1* in MCF7 cells resulted in increased expression of genes associated with resistance to hormone therapy, particularly tamoxifen (Fig 7H), supporting a role for LATS1 in maintaining estrogen dependence of luminal breast cancer cells. To assess more directly whether deletion of *Lats1* might facilitate hormone therapy resistance, we monitored the response of *Lats1*-CKO PyMT tumors to tamoxifen treatment. Tamoxifen treatment retarded tumor growth in all genotypes (Fig 7I); however, *Lats1*-CKO PyMT tumors were relatively less inhibited than WT-PyMT or *Lats2*-CKO PyMT tumors. Overall, our observations suggest that the partial loss of luminal identity upon LATS1 down-regulation may promote resistance to hormone therapy, paralleling the clinical manifestations of tamoxifen-resistant human breast tumors (Kuukasjärvi et al, 1996).

## Discussion

Previous studies have demonstrated that reduced expression of LATS kinases is associated with breast cancer characteristics in vitro (Zhang et al, 2008; Furth et al, 2015; Li & Gumbiner, 2016). We provide evidence that both LATS1 and LATS2 are *bona fide* tumor suppressors in an in vivo breast cancer setting. In a lumB breast cancer mouse model, conditional deletion of either paralog increases tumorigenesis, both in magnitude and severity. Importantly, in both human and mouse breast tumors, down-regulation of each paralog is associated with a distinct breast cancer subtype and deregulation of different signaling pathways; decreased LATS1 compromises the strict maintenance of luminal cell fate and favors a drift towards a more basal-like state, whereas decreased LATS2 rewires metabolism towards reduced PPARγ activity and increased glycolysis.

Differential impact of LATS1 and LATS2 on distinct molecular signaling pathways is in line with a growing body of evidence that each paralog can operate within a functional spectrum that includes also unique, nonredundant activities (Furth & Aylon, 2017). Within this spectrum, LATS may sometimes even contribute to cancer progression, for example, by suppressing anticancer immunity (Moroishi et al, 2016). Yet, most of our current knowledge is more consistent with a tumor suppressive role of these proteins. Notably, both LATS proteins inhibit the tumor-promoting activities of YAP and TAZ (Moroishi et al, 2015). Indeed, loss of YAP has been shown to suppress the growth of PyMT-driven mammary tumors (Chen et al, 2014). Interestingly, we observed that deletion of *Lats1*, but not *Lats2*, results in a moderate increase of YAP/TAZ-associated transcriptional activity in such tumors. Nevertheless, in other contexts, LATS2 does contribute to the inhibition of YAP/TAZ-mediated phenotypes (Meng et al, 2015). Thus, the contribution of each LATS kinase to the regulation of YAP/TAZ activity is markedly context dependent.

We found that LATS2 augments PPARγ activity in vitro and in vivo. Of note, PPARγ was reported to suppress glycolysis and induce apoptosis in breast cancer cells by repressing the expression of several glycolytic enzymes (Shashni et al, 2013). Hence, the attenuated PPARγ signaling in LATS2-depleted breast cancer cells may account, at least in part, for the observed increase in glycolysis and the increased dependence on glucose for survival. Moreover, we observed that LATS2 is required for induction of luminal breast cancer cell death by the PPARγ agonist RGZ. We propose that inefficient clearance of highly glycolytic, genomically altered cells with low levels of LATS2 might represent a devious evolutionary adaptation of lumB tumors. Conversely, simultaneous activation of LATS2 and PPARγ may instigate a metabolic catastrophe, particularly in cancer cells with high energy demands, possibly by increasing mitochondrial burden (Zolezzi et al, 2013). PPARγ agonists have shown efficacy against some solid tumors in clinical trials (Demetri et al, 1999); our data suggest that LATS2 status might be a determinant of the success of such agents. More broadly, the ability of LATS2 to modulate master regulators of lipid metabolism such as PPARγ and SREBP (Aylon et al, 2016) expands the functional consequences of the deregulation of Hippo pathway components in cancer and may indicate a metabolic Achilles' heel of particular tumors.

Although PPARγ itself was not functionally enriched by depletion of hepatic *Lats2* (Aylon et al, 2016), several other metabolic pathways were commonly enriched by deletion of *Lats2* in both breast and liver (Fig S7). 

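Enzymes of fatty acid synthesis, which SREBP1 turns on, were lower in *Lats2*-CKO PyMT tumors than in WT-PyMT tumors. *Fasn*, which builds palmitate, had 2590 ± 1816 CPM (SD, n = 3) in WT-PyMT and 380 ± 61.2 CPM (n = 4) in *Lats2*-CKO PyMT tumors, a log2 fold change of -2.77 (standard error 0.63) (adjusted p = 0.00386 from DESeq2 and 0.688 from edgeR). *Acaca*, which makes malonyl-CoA for this synthesis, had a log2 fold change of -2.29 (standard error 0.57) (adjusted p = 0.0281 from DESeq2), and *Acss2*, which makes acetyl-CoA from acetate, one of -1.97 (standard error 0.52) (adjusted p = 0.0522 from DESeq2). Without WT-PyMT 1, edgeR called *Fasn* (0.0253) and *Acss2* (0.0227). *Srebf1*, the gene of SREBP1 itself, had a log2 fold change of -0.01 (standard error 0.53), and *Srebf2*, which governs cholesterol synthesis, one of 0.12 (standard error 0.26). Of 20 genes of SREBP1-driven lipogenesis, 16 were lower and the list fell (median -0.73, adjusted p = 8.76e-06 from camera; adjusted p = 0.514 with an estimated correlation), with 5 lower when adjusted over the list alone. Cholesterol synthesis did not pass the test (median 0.11, adjusted p = 0.242), except without *Lats2*-CKO 16 (0.00272, higher). Fat cells express these enzymes as well, and the list moved with the adipocyte markers across tumors: with the adipocyte mean as a covariate it was not called (adjusted p = 0.0508).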

One such pathway is SREBF1 (also known as SREBP1), which is hyperactivated upon *Lats2* depletion in both mammary tumors (ingenuity activation z-score 0.64; *P*-value of overlap 3.6 × 10^−8^) and mouse livers (Aylon et al, 2016). This resonates with our previous finding that in the liver, LATS2 (but not LATS1) interacts with SREBP1 and its paralog SREBP2 and inhibits their transcriptional activity (Aylon et al, 2016). By similar reasoning, it is plausible that LATS2 and LATS1 may also affect PPARγ activity and cell identity, respectively, in other tissues beyond mammary glands. These effects of LATS2 and LATS1 may be mediated, at least in part, by YAP/TAZ. However, as is often the case for important signaling pathways, multiple components may act in parallel to converge on a common biological outcome. Thus, LATS proteins might execute their functions via a combination of YAP/TAZ-dependent and YAP/TAZ-independent molecular processes. For example, LATS2-mediated phosphorylation of TAZ can indirectly promote PPARγ activity in adipocytes by relieving the inhibitory activity of TAZ on PPARγ (Hong et al, 2005; An et al, 2013), although also within the context of adipogenesis, the upstream Hippo components MST1/2 can promote SAV1–PPARγ complex formation and PPARγ activation (Park et al, 2012). Together with our observations, this implies that multiple Hippo pathway components may modulate PPARγ activity in different biological settings.

**Figure S7.**
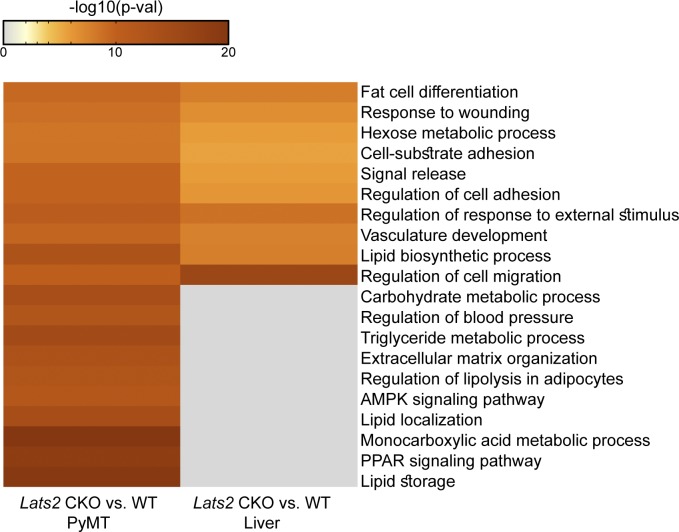
Metascape Tripathi et al 2015pathways enrichment analysis (Tripathi et al 2015, http://metascape.org) of differentially expressed genes (counts > 5, FC > 1.5, adj*P*-value < 0.05) in *Lats2*-CKO mammary tumors (PyMT) or *Lats2*-CKO livers, relative to their WT littermate controls. Heatmap shows the enrichment score (−log10(*P*-value)) for each pathway in each of the differentially expressed gene lists.

Likewise, LATS1 activity may affect cellular identity in contexts beyond mammary tumorigenesis. For instance, liver-specific combined *Lats1* and *Lats2* knockout forces hepatoblasts to commit to biliary epithelial cell lineage (Lee et al, 2016). This occurs via YAP/TAZ repression of *Hnf4a* expression. Furthermore, in preimplantation embryos, LATS-mediated YAP phosphorylation alters cell fate to inhibit the development of the trophectoderm lineage (Nishioka et al, 2009). A similar role in cell fate specification was observed in *Drosophila* for the LATS ortholog *warts* during photoreceptor differentiation (Mikeladze-Dvali et al, 2005). Although our transcriptomic analysis revealed activation of YAP/TAZ transcriptional program preferentially upon *Lats1* deletion, the exact contribution of this activation to the observed phenotypes remains to be elucidated.

Although the robust categorization of breast tumors into subtypes has both molecular and clinical implications, there may exist substantial plasticity in many tumors, confounding unequivocal assignment to a defined subtype (Wahl & Spike, 2017). We observed that deletion of *Lats1* in a lumB-prone breast cancer model results in tumors that exhibit histology and gene expression patterns partially resembling ER-negative, basal-like tumors. Likewise, most of the human BRCA1-associated tumors, typically classified as basal-like, have been shown to originate from luminal progenitors rather than from basal stem cells (Lim et al, 2009; Molyneux et al, 2010). More broadly, the properties of breast cancer propagating cells and the nature of the tumors that they spawn can be shaped extensively by epigenetic and microenvironmental influences (Wahl & Spike, 2017). Of note, reduction in LATS kinase levels in primary human breast epithelial cells increases the number of bipotent and luminal progenitor cells (Britschgi et al, 2017). Interestingly, although we find that depletion of LATS1 in a luminal cancer model enables the increased expression of genes characteristic of a basal-like transcriptional program, Britschgi et al (Britschgi et al, 2017) observed that loss of LATS in basal cells induced the expression of luminal markers. Thus, tumor suppressors such as LATS1 may constrain the inherent plasticity of luminal progenitor cells, and their loss may augment plasticity in the context of tumorigenesis. Alternatively, it remains possible that in some contexts, mature luminal cells might undergo transdifferentiation, acquiring basal-like characteristics and gene expression patterns (Doherty et al, 2016). Future lineage tracing studies hopefully would resolve this important issue. Either way, we propose that compromised LATS1 expression may be conducive to enhanced tumor cell plasticity, facilitating escape from hormone therapy. Importantly, patients with lumB tumors harboring low levels of *LATS1* might be less responsive to tamoxifen treatment alone and might benefit from more aggressive therapeutic options.

Selective pressure to decrease a particular LATS paralog in breast cancer may depend on distinct subtype-specific signaling events. In particular, LATS proteins were shown to modulate estrogen signaling (Lit et al, 2013; Britschgi et al, 2017) and sustain the canonical functions of the p53 tumor suppressor (Aylon et al, 2006, 2010; Furth et al, 2015). Interestingly, ERα can bind p53 and inhibit p53-dependent transcription (Liu et al, 2006; Konduri et al, 2010). In this scenario, diminished expression of LATS proteins in ER+ breast cancers may have a two-pronged effect in compromising p53 tumor suppressive functionality. In contrast, ER- tumors frequently harbor *TP53* mutations, often resulting in accumulation of mutant p53 proteins (Curtis et al, 2012). Such mutant p53 proteins may acquire oncogenic gain-of-function features (Muller & Vousden, 2014; Shetzer et al, 2016), which can be further augmented by binding to YAP (Di Agostino et al, 2016), whose activity is typically suppressed by the LATS kinases. Altogether, our findings imply that deregulation of LATS1 and LATS2 can exert both common and distinct effects on breast cancer progression, by interaction with a variety of regulatory pathways. Deciphering the nuances of those interactions will be critical for advancing our ability to apply Hippo pathway knowledge towards improving therapeutic options for breast cancer patients.

## Materials and Methods

### Human cancer gene expression and methylation data

The TCGA breast invasive carcinoma gene expression (IlluminaHiSeq log (normalized counts + 1)), methylation (β values from Infinium Methylation 450 k), and clinical data were downloaded from the Xena cancer genome browser (http://xena.ucsc.edu).

A cutoff of the 20% of tumors expressing the lowest levels of each LATS gene was used to divide the tumors into groups (i.e., high versus low expression of each gene). Differences between the four groups of tumors were examined by ANOVA.

LATS1- and LATS2-associated gene signatures were generated based on the above described comparison. The most down-regulated genes in *LATS2*^L^ (compared with LATS^H^) tumors were extracted (foldchange > 2, adj*P*-value < 0.05). The 20 genes most differentially down-regulated exclusively in the *LATS2*^L^ group of tumors (i.e., not significantly down-regulated in the *LATS1*^L^ or LATS^L^ groups) were used. The same process was used to generate the LATS1-associated gene signature (Table S4).

Table S4 Gene signatures used for human tumor expression and survival analysis.

For LATS2 promoter methylation analysis, lumB tumors were divided according to LATS2 expression (median cutoff).

Xena cancer genome browser was used to visualize expression data from the TCGA Breast cancer (BRCA) dataset. Tumors were clustered according to PAM50 subtype (PAM50Call_RNAseq). Only tumors with classification were included.

Survival plots were generated either by KM plotter (LATS2 probe 227013_at, Györffy et al, 2010) or by the R packages “survival” and “survminer,” based on the data available in the METABRIC dataset (Curtis et al, 2012). Tumors were divided according to expression (median cutoff). When comparing groups of genes as a signature, z-scores of the expression were calculated per each gene, and the average of these z-scores per sample was used as the signature.

Correlation between methylation and expression was calculated by Pearson's correlation coefficient.

### Animals

All mouse experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute (approval 14521114-1). Genotyping was used to classify littermates into the different experimental groups, and all comparisons of the different genotypes were done between littermates. After sacrificing, the mice were weighed, and tumors were extracted, weighed, and measured. Three tumors consisting of the largest, smallest, and average “representative” tumors were processed further for sample. For analysis of tamoxifen sensitivity, 6-8-wk-old females were injected IP with 20 mg/kg tamoxifen free base (#T5648; Sigma-Aldrich) every other day for 14 d, until the end of the experiment.

### Human tumor samples

Collection of the clinical samples and their experimental use were approved by the Bioethics Committee of the Medical School of Athens, in accordance with the Declaration of Helsinki and local laws and regulations, following also written patient consent. None of the patients received any cancer therapy before surgical resection of the lesions.

### Histopathological evaluation

Histological assessment was performed by three experienced pathologists (ISP, VV, and VGG) based on previously published criteria (Cardiff et al, 2000; Lin et al, 2003; Rudmann et al, 2012).

### Immunohistochemistry

Immunohistochemistry analysis was performed on paraffin-embedded tissues using the primary antibodies listed in Table S5. Heat-mediated antigen retrieval was performed in 10 mM citric acid (pH 6.0). The UltraVision Quanto Detection System was used (#TL-060-QHD; Thermo Fisher Scientific, Bioanalytica) according to the manufacturer's instructions. Hematoxylin was used as counterstain. Evaluation of γΗ2ΑΧ was performed as previously described (Tarcic et al, 2016). For cleaved caspase 3 immunostaining, the % of positive cells was calculated. ERα was evaluated by calculating the % of cancer cells exhibiting intense nuclear staining. For cytokeratin 14, we counted the % of cancer cells exhibiting intense staining at areas with invasive carcinoma, to avoid counting myoepithelial cells. Evaluation of LATS1 and LATS2 in human breast sporadic carcinomas was based on the method described by Xu et al (2015), using a mixed score (intensity score > 0: negative; 1: weak; 2: moderate; 3: strong and proportion score > 0: negative; 1: < 10%; 2: 11–50%, 3: 51–80%; 4: >80%). In all cases, three independent observers carried out slide examination, with minimal interobserver variability. When analyzed for specific markers, tumors from the same histological subtype were tallied and statistically analyzed, to prevent confounding data due to different tumor spectra in different subtypes.

Table S5 Reagents used throughout this study.

### Isolation of total RNA, reverse transcription, and RTqPCR

RNA was isolated using the NucleoSpin kit (Macherey Nagel), RNeasy Mini kit (QIAGEN), or RNeasy Microkit (QIAGEN). 1-2 μg of each RNA sample was reverse transcribed using Moloney murine leukemia virus reverse transcriptase (Promega) and random hexamer primers (Applied Biosystems). Real-time qPCR was performed using SYBR Green PCR Supermix (Invitrogen) with a StepOne real-time PCR instrument (Applied Biosystems). For each gene, values for the standard curve were measured and the relative quantity was normalized to *HPRT* or *GAPDH* mRNA.

### Library preparation, RNA-seq, and analysis

#### PyMT tumors

RNA was isolated from *Lats1*-CKO and *Lats2*-CKO PyMT tumors. For each genotype, the corresponding WT littermate controls were used. For RNA-seq analysis, 500 ng of total RNA was processed using the TruSeq RNA Sample Preparation Kit v2 protocol (Illumina) (Part #15026495). Libraries were evaluated by Qubit and TapeStation. Sequencing libraries were constructed with barcodes to allow multiplexing of seven samples per lane (three WT tumors and four *Lats*-CKO tumors). Samples were sequenced on an Illumina HiSeq 2500 V4 instrument. 29–38 million and 35–35 million single-end 60-bp reads were sequenced for the *Lats1*-CKO and the *Lats2*-CKO experiments, respectively.

Reads were mapped using STAR (Dobin and Gingeras, 2015) to mm10 assembly and quantified using mm10 RefSeq annotation. Differential expression analysis was performed on genes with a sum value of at least five counts in all samples using DESeq2 (Love et al, 2014). Raw *P*-values were adjusted for multiple testing using the procedure of Benjamini and Hochberg.

Expression values of differentially expressed genes (rld-log normalized counts) were used to generate hierarchical clustering heatmaps (Pearson’s correlation and complete linkage using Partek Genomics Suite). PCA plots of RNA-seq data were generated using rld values with R ggplot.

#### Human cell lines

RNA from ZR75-1 and MCF7 cells transfected with siControl, siLATS1, or siLATS2 oligonucleotides was isolated and subjected to RNA-seq as above. Three and two independent biological replicates were used for ZR75-1 and MCF7 cells, respectively. ZR75-1 cells were transfected with either GFP only, GFP-LATS1, or GFP-LATS2. GFP-positive cells were sorted by FACS 24 h following transfection (∼80,000 cells per sample). Two independent replicates were used. For RNA-seq analysis, 500 ng of total RNA was fragmented, followed by reverse transcription and second strand cDNA synthesis. The double-stranded cDNA was subjected to end repair, A base addition, adapter ligation, and PCR amplification to create libraries. Libraries were evaluated by Qubit and TapeStation. Sequencing libraries were constructed with barcodes to allow multiplexing of multiple samples over three lanes. ∼15 million single-end 60-bp reads were sequenced per sample on Illumina HiSeq 2500 V4 instrument.

Reads were trimmed using cutadapt (Martin, 2011) and mapped to assembly hg38. Counting proceeded over genes annotated in RefSeq release hg38 using STAR (Dobin and Gingeras, 2015). Differential expression analysis was performed using DESeq2 (Love et al, 2014) with the cooksCutoff = FALSE, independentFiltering = FALSE set to False. Raw *P*-values were adjusted for multiple testing using the procedure of Benjamini and Hochberg.

The data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are available through GEO series accession number GSE116818.

### Cell lines, transfections, and treatments

All cell lines were maintained at 37°C with 5% CO_2_. ZR75-1 cells were cultured in RPMI 1640 supplemented with 10% FBS and 1% penicillin + streptomycin (P/S). MDA-MB-468 and MCF7 cells were cultured in DMEM supplemented with 10% FBS and 1% P/S. PyMT-derived cell lines were generated from freshly minced tissue after digestion with 10 mg collagenase A (Roche 10103586001) and 1.5 mg hyluronidase (H4272-30MG; Sigma-Aldrich). After dissociation, the cells were filtered through 70-μm strainers; washed with DMEM, Hanks' Balanced Salt Solution [+Ca +Mg] supplemented with 2% FBS and 2% Hepes, and Hanks' solution with 8.29 g NH_4_Cl/l Tris (pH 7.2); and finally resuspended in DMEM. Epithelial cell pellets were obtained by twice centrifuging at 800 *g* for 5 s. The following day, adherent cells were washed aggressively to detach fibroblasts. Initially, the cells were cultured in DMEM supplemented with 15% FBS, 2 mM glutamine, 1× nonessential amino acids, and 1% P/S. After the cultures stabilized, they were acclimated to and propagated in DMEM supplemented with 10% FBS and 1% P/S.

For siRNA-mediated knockdown, the indicated SMARTpools (Dharmacon, see Table S5) were used with Dharmafect #1 transfection reagent according to the manufacturer's instructions. Final siRNA concentration was 25 nM in all cases. Plasmid transfections were performed using jetPRIME DNA transfection reagent (Polyplus Transfection) according to the manufacturer's instructions. A list of plasmids used can be found in Table S5. Retroviral packaging was performed by jetPEI-mediated transfection of HEK293T or HEK293T Pheonix cells with the appropriate plasmids together with pMD2.G DNA encoding VSV-G envelopes proteins (when infecting human cell lines). Virus-containing supernatants were collected 48 h following transfection, filtered, and supplemented with 8 μg/ml polybrene. Infected ZR75-1 and PyMT cells were selected with 1.5 or 1 μg/ml blasticidin, respectively. The cells were treated with 1 μM or 5 μM 5-aza-2′deoxycytidine each day for four consecutive days. Glucose starvation and treatments with RGZ were conducted in media containing 1% serum.

### Western blots

Cell pellets were resuspended in protein sample buffer and boiled. The samples were resolved by SDSPAGE. Imaging was performed using a ChemiDoc MP imaging system (Bio-Rad) with the Image Lab 4.1 program (Bio-Rad).

### Imaging flow cytometry (ImageStream)

Cells were collected with trypsin, washed with PBS, and fixed in 3.5% PFA followed by permeabilization with 0.1% Triton. Washes were done in PBS supplemented with 1% FCS and 2 mM EDTA. Cells were incubated with the indicated primary antibody for 1 h at room temperature, followed by washes and 45 min of incubation with fluorescent-conjugated secondary antibody (GaR Alexa 647, #A21244; LifeTech or GaM Alexa 595, #A11032; LifeTech) and DAPI (#D1306; LifeTech). The cells were imaged by ImageStreamX mark II (Amnis, part of EMD Millipore) using bright field 488 nm, 561 nm, and 642 nm lasers. At least 30,000 cells were collected from each sample and data were analyzed using image analysis software (IDEAS 6.2; Amnis Corporation). Images were compensated for fluorescent dye overlap by using single-stain controls. Gating was done for single cells, using the area and aspect ratio features, and for focused cells using the gradient RMS feature, as previously described (George et al, 2006). Data were analyzed with the IDEAS 6.1 software (Amnis, part of EMD Millipore). Only cells with intact nucleus (according to DAPI staining) were analyzed. Nuclear localization was determined by the similarity feature on the nuclear mask of the DAPI staining and the GFP signal (the log transformed Pearson's correlation coefficient in the two input images). PPARγ-positive cells were gated on the basis of comparison with nonstained sample.

### PI exclusion assay

Cells, including floaters, were collected using trypsin, washed once with PBS, and resuspended in PBS containing 12.5 μg/ml PI. Percentage of dead cells (positive for PI staining) was measured for each sample using Guava EasyCyte Flow Cytometer (Merck Millipore).

### Measurement of oxygen consumption rate (OCR) and extracellular acidification rates (ECAR) (Seahorse analysis)

OCR and ECAR assays were performed according to the manufacturer’s instructions using the XFe96 or XFp Extracellular Flux analyzers (Agilent Technologies).

ZR75-1 and PyMT cells were plated at 20,000 and 5,000 cells in 80 μl per well, respectively, in Agilent Seahorse cell culture microplates (Cat No. 101085-004). The cells were incubated for 48 h in a humidified 37°C incubator with 5% CO_2_ in RPMI (ZR75-1 cells) or DMEM (PyMT cells) media supplemented with 1% FCS. One hour before performing the assay, growth medium in the wells of an XF cell plate was exchanged with the appropriate assay medium (pH 7.4 ± 0.1 at 37°C) by three consecutive washes leaving 180 μl of medium per well in the end. For ECAR measurements, XF base medium 4 (Agilent Technologies) supplemented with 2 mM L-glutamine and for OCR measurements, 2 mM L-glutamine, 1 mM sodium pyruvate, and 10 mM D+ glucose. The cells were incubated at 37°C (no CO_2_) for 60 min to allow temperature and pH equilibration. Meanwhile, hydrated XFe96/XFp sensor cartridge ports were loaded with respective assay compounds diluted in the assay medium. For ECAR, four injection cycles consisted of: 10 mM glucose (#G7528; Sigma-Aldrich) 1 μM oligomycin (#O4876; Sigma-Aldrich) and then 50 mM 2-DG (#D6134; Sigma-Aldrich). For OCR measurements, injection cycles were as follows: 1 μM oligomycin, 1 μM FCCP (#C2920; Sigma-Aldrich), and 0.5 μM rotenone/antimycin A (#R8875/#A8674; Sigma-Aldrich) were injected consecutively. Each cycle consisted of 3-min mixing and 3-min measurement. The average rates of each cycle were used for computations.

Nuclear stain with CyQuant (#C35011; Thermo Fisher Scientific) was used for normalization. Basal respiration was calculated by subtracting the nonmitochondrial respiration rate (minimum rate measurement after rotenone/antimycin A addition) from the last measurement rate before oligomycin addition. Basal glycolysis was calculated by subtracting the last rate measurement before glucose addition from the maximum rate measurement after glucose addition.

### Functional analysis of gene expression data

For GSEA analysis (Subramanian et al, 2005), genes were ranked according to fold change between the two described conditions, with only significant differences considered (PyMT CKO experiments *P*-value < 0.05; siRNA in human cell lines adj*P*-value < 0.05; overexpression in human cell lines average FC > 1.5). Comparison with different gene sets (Table S6) was done using GSEA preranked tool. Similar ranking was used to analyze gene expression patterns by Ingenuity Pathway Analysis software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/). KEGG pathways and GO-BP enrichment analysis was performed using DAVID (Huang et al, 2008). Pathway enrichment analysis was also performed using GeneAnalytics (Ben-Ari Fuchs et al, 2016).

Table S6 List of gene sets used for GSEA analysis.

To derive a basal-associated gene signature, tumors in the BRCA dataset of TCGA were divided according to tumor type, and the genes most differentially expressed between luminal and basal tumors were extracted (adj*P*-value < 0.05, FC > 1.5) and analyzed for enriched biological pathways (Metascape). Both differentially expressed genes and genes associated with the most differential pathways were compared with a list of differentially expressed genes in either *Lats1*- or *Lats2*-CKO PyMT tumors (each compared with its littermate WT-PyMT controls). All overlapping genes were used to define the signature.

### Statistics

Unless noted otherwise, *P*-values were determined using two-tailed *t* tests (paired or two-sample, depending on experimental setting).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

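RNA from 14 mammary tumors of PyMT mice was measured in 2 experiments of 7 libraries each, 1 with 4 *Lats2*-CKO PyMT and 3 WT-PyMT tumors and 1 with 4 *Lats1*-CKO PyMT and 3 WT-PyMT tumors. The experiments share no control tumor, and each tumor came from a different mouse. Genotype and histology of each library were taken from the labels that the authors gave. The values are raw counts per gene as deposited by the authors, who prepared polyadenylated RNA libraries from 500 ng of total RNA, aligned the single-end 60-bp reads to mm10 with STAR (version not given) and counted them on RefSeq genes. The values were checked to be whole numbers with different totals per library, and no normalization had been applied to them. Library totals are 18593864 to 31909282 counts. The *Lats2* table holds 17702 genes and the *Lats1* table 17763, the lowest sum over 7 libraries being 6 in both, which goes with the paper's filter of at least 5 counts. Coordinates come from the GRCm38 annotation, to which 17643 and 17703 genes matched by name.

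Each genotype was compared with its own WT-PyMT tumors in R 4.3.3 with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). DESeq2 1.42.0, the tool named in the paper, was run with its defaults as an alternative. Levels are CPM with TMM scaling, and log2 CPM uses a prior count of 2. The difference between the genotypes was tested as the *Lats1*-CKO change minus the *Lats2*-CKO change over all 14 libraries in 4 groups. WT-PyMT carcinomas and adenomas were compared over the 6 WT-PyMT libraries with the experiment as a covariate. Errors of log2 fold changes are standard errors from the edgeR fit. Distances between libraries are root-mean-square differences in log2 CPM over the 1000 most variable genes of an experiment. The procedure was first tested on simulated counts with known changes, which took their means, library sizes and spread from the deposited counts. How many of the known changes it found is not given here.

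Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and beside it with an estimated correlation and with fry, which asks whether the genes of a list move one way on balance. Adjustment was over the 42 lists tested in a comparison. Of the lists, 29 were written from general knowledge of pathways and of the cell types that a mammary tumor sample could hold, of which the erythroid list had fewer than 5 measured genes and was not tested, and 14 came from the paper's Tables S3, S4 and S6. Human symbols were matched to mouse genes of the same name. The endocrine resistance lists of Table S6, which come from human cells, were not tested. GSEA was run with fgsea 1.28.0 on genes at an unadjusted p under 0.05 ranked by log2 fold change, as the paper describes for each genotype, and its permutations exchange genes and not tumors. For the difference between the genotypes the paper's Fig 6F ranks genes at an adjusted p under 0.05 in either comparison, which was run with DESeq2 as an added alternative (651 genes). It replaces the preranked GSEA tool that the paper used.

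The lists, comparisons, tests and alternatives were fixed before the data were examined, as was the rule for the genes named: the 10 with the largest rise and the 10 with the largest fall among genes past the threshold with a mean of at least 1 CPM and no overlap between the genotypes, filled up by smallest p where fewer passed, every gene the paper's text names, and up to 4 members per list. The paper's tables had been seen then. The other genes named were chosen after their values were seen, and these are agouti and *Cntn4* in *Lats2*-CKO, *Gzmd*, *Gzme*, *Bpifb5*, *Krt8* and *Krt18* in *Lats1*-CKO, and *H2-Ea-ps* in *Lats2*-CKO. The alternatives were DESeq2, other size factors, edgeR's own filter on low counts, a robust fit, histology or the adipocyte list's mean as a covariate, all 14 libraries in 1 fit, and leaving out each library in turn. Alternatives added afterwards were the lymphocyte lists' mean as a covariate, fits without the libraries that stood apart, and a GSEA ranking of genes called by DESeq2. Numbers of genes, and the PPAR signaling, basal signature, luminal hormone-sensing, YAP/TAZ and adipocyte lists, were also computed for all 35 groupings of the 7 libraries. For 100 drawn regroupings of the 14, numbers of genes alone were computed. For most of the genes named the spread between tumors and not the number of counts sets the errors, but where a group has few counts, as for agouti and *Cntn4* in WT-PyMT tumors, *Tnn* in those of the *Lats1* experiment, *Gm8801*, *H2-Ea-ps* and *Zfp429* in *Lats2*-CKO or *Plin1* in 3 *Lats1*-CKO libraries, counting limits them as well. Upstream-regulator scores of the commercial pathway software, human tumor data, cell lines and protein measurements were left out and are not analysed here. Results for some genes are not reported.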

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

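For the agouti pattern, the tests of skin and of loss of Lats were chosen after the result was seen and the test of inherited differences before it.

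Agouti transcripts, seen in skin and almost absent from WT-PyMT tumors, had a mean of 381.07 CPM in *Lats2*-CKO PyMT tumors (0.22 to 765.08, with 3 of 4 libraries at least 8 times the highest WT-PyMT library) and 255.16 CPM in *Lats1*-CKO PyMT tumors (97.29 to 356.50, 4 of 4), and the neuronal adhesion gene *Cntn4* went with them, at 9.71 CPM (0.00 to 18.10, 3 of 4) and 4.45 CPM (1.65 to 6.69, 4 of 4). Skin in the sampled tumors is argued against, since only 3 of the 7 Lats-CKO libraries with more than 1000 agouti counts had a mean of the squamous list above every WT-PyMT library of their experiment. Loss of Lats in the tumor cells stays open: in both experiments (2 of 2) the Lats-CKO library with the highest level of its floxed gene had the least agouti, but in the *Lats1* experiment its lead is within counting error, and a mouse without a working Cre could give the same in *Lats2*-CKO 1. Inherited differences between the Lats-CKO and WT-PyMT mice outside the floxed genes cannot be told apart from it: *Slc47a1* was higher and *Gm8801*, *H2-Ea-ps* and *Zfp429* lower by an 8-fold gap in all 4 *Lats2*-CKO libraries, *Lats2*-CKO 1 included, and another grouping had 18 more such genes than the real one, yet the bound set for this test was wrong because the groupings with more of them follow histology (6 genes against 4 in the *Lats2* experiment) or fat, muscle and interferon genes (20, 18 and 10 against 2 in the *Lats1* experiment). A candidate explanation that no file here can test is an allele or transgene that Lats-CKO mice inherited along with Cre.

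Among the 4 libraries of a Lats-CKO group, 1 library stood apart from the other 3 in 9 of 118 lists and genes looked at, where chance gives about 1 in 20. In *Lats2*-CKO PyMT tumors, the brown adipocyte list had a mean of 1.19 log2 CPM in the adenoma/MIN 7 (0.44 to 0.56 in the others). Hypoxia genes had a mean of 6.68 in *Lats2*-CKO 1 (4.85 to 5.03) and macrophage genes one of 5.98 in *Lats2*-CKO 16 (5.31 to 5.42). Agouti was at -1.78 log2 CPM in *Lats2*-CKO 1 (8.33 to 9.58 in the others) and *Cntn4* at -3.77 (2.86 to 4.18). EdgeR called agouti in *Lats2*-CKO only without *Lats2*-CKO 1 (0.0206), its call in *Lats1*-CKO was lost without WT-PyMT 20 (0.0881), WT-PyMT 17 (0.191) or *Lats1*-CKO 27 (0.0536), with the adipocyte mean as a covariate (0.0591) and with all 14 libraries in 1 fit (0.783), and *Cntn4* was called in *Lats1*-CKO only without *Lats1*-CKO 21 (0.0395). In *Lats1*-CKO PyMT tumors, the adenoma/MIN 27 had a mean of 2.51 for the brown adipocyte list (0.60 to 0.84) and of 1.19 for B and plasma cell genes (-2.29 to -1.86). The adenosquamous tumor 21 had a mean of 4.11 for squamous genes (-1.49 to -1.28) and of 5.68 for the LATS2-low signature (2.1 to 2.62).

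Outside the genes the paper discusses, 3 more genes were at least 8 times higher in 3 of 4 *Lats1*-CKO libraries than in every WT-PyMT library. *Gzme* and *Gzmd*, granzymes of cytotoxic cells, had means of 2.84 CPM (0.51 to 4.55) and 3.34 CPM (0.30 to 8.06), and *Bpifb5*, a secreted protein of mucosal glands, had 23.32 CPM (2.42 to 34.52).

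The test of the *Lats1*-CKO change minus the *Lats2*-CKO change called 3 genes, *Lats1* (-1.85), *Gm8801* (7.73) and *4833420G17Rik* (1.86). The size for *Gm8801* rests on 1 count in all over the 4 *Lats2*-CKO libraries, and its call was lost without WT-PyMT 20 (0.0626), WT-PyMT 22 (0.0628) or WT-PyMT 17 (0.0575). That of *4833420G17Rik* was lost without *Lats2*-CKO 7 (0.0863), *Lats2*-CKO 1 (0.156), *Lats2*-CKO 8 (0.172), *Lats2*-CKO 16 (0.205), WT-PyMT 20 (0.166), WT-PyMT 22 (0.596), WT-PyMT 17 (0.233), *Lats1*-CKO 27 (0.135), *Lats1*-CKO 21 (0.280), *Lats1*-CKO 14 (0.129) or *Lats1*-CKO 18 (0.149). Camera called lists with a higher change in *Lats1*-CKO: Wnt/beta-catenin targets (median difference 2.36), the commonly down-regulated genes (2.49), interferon response (1.3), endothelial (1.04), neutrophil (0.90), the genes up in *Lats1*-CKO tumors (0.70), hypoxia (0.51) and the basal signature (0.48). Lists with a lower change were skeletal muscle (-5.13), milk and alveolar (-2.80), salivary gland (-0.69), the genes down in *Lats1*-CKO tumors (-0.59), proliferation (-0.32), macrophage (-0.30), the genes down in ER-negative tumors (-0.27) and oxidative phosphorylation (-0.11). The genes up and down in *Lats1*-CKO, the commonly down-regulated genes and the basal signature were chosen on changes in these same tumors, so that their differences carry no independent weight. In GSEA of the difference, the genes down in LATS2-low lumB tumors, which camera did not call, were lower in *Lats2*-CKO (-1.55, adjusted p = 1.72e-04), and the genes down in ER-negative tumors were lower in *Lats1*-CKO (2.56, adjusted p = 6.16e-10). EdgeR called 5 genes without WT-PyMT 1 and 1 without WT-PyMT 20, 22 or 17 each. Calls of lists were lost or turned without WT-PyMT 14 for oxidative phosphorylation (0.185), proliferation (0.344) and endothelial (0.0878); without WT-PyMT 1 for oxidative phosphorylation (0.0650), Wnt targets (0.0614), hypoxia (0.0529), proliferation (0.0758), interferon (0.0758), macrophage (0.0758), neutrophil (0.0793), muscle (0.0650) and the basal signature (0.0758); without *Lats2*-CKO 7 for oxidative phosphorylation (0.951, turned), hypoxia (0.0675) and muscle (0.574, turned); without *Lats2*-CKO 8 for oxidative phosphorylation (0.0758), hypoxia (0.134) and proliferation (0.294); without WT-PyMT 20 for oxidative phosphorylation (0.0515) and proliferation (0.0814); without *Lats1*-CKO 27 for oxidative phosphorylation (0.0601); without *Lats1*-CKO 18 for oxidative phosphorylation (0.0884), proliferation (0.265) and macrophage (0.0849); without WT-PyMT 2 for Wnt targets (0.0696), hypoxia (0.0680), endothelial (0.593) and the commonly down-regulated genes (0.0855); without *Lats2*-CKO 16 for Wnt targets (0.0539), hypoxia (0.170) and macrophage (0.122); without *Lats1*-CKO 21 for Wnt targets (0.744), hypoxia (0.159) and neutrophil (0.257); without *Lats2*-CKO 1 for proliferation (0.0939); without WT-PyMT 22 for macrophage (0.0998); and without WT-PyMT 17 for neutrophil (0.0607) and muscle (0.158) (adjusted p from camera; turned where the direction changed), and without the 4 libraries that stood apart for oxidative phosphorylation (0.529), Wnt targets (0.314), neutrophil (0.234), endothelial (0.210) and salivary gland (0.0654), where edgeR's calls of *Lats1* (0.197), *Gm8801* (0.533) and *4833420G17Rik* (0.930) were lost too. The call of *4833420G17Rik* was also lost with RLE scaling (0.0640), edgeR's own filter (0.0631) and histology as a covariate (0.0836). With an estimated correlation 0 of these 16 lists were called, and by fry 0.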

How the results depend on the processing

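Of the alternatives, the lymphocyte covariate, the fits with 2 or 4 libraries left out together and the GSEA ranking of genes that DESeq2 called in either comparison were added after the result was seen, and the others were set before it.

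The counts per library are 18593864 or more, and each group compared by genotype holds 3 or 4 tumors of mixed histology. For most of the genes named the spread between tumors sets the errors, and depth itself was not varied. Over the lists and counts at the claims, 488 of the values under an alternative were counted as kept, 50 counts moved by over 1.5 times, 35 calls were lost, 17 were gained and 3 turned. A list that changed direction without a call in either fit was counted as kept. So was a gene whose sign changed without a call and without both log2 fold changes exceeding their standard errors. The numbers that turned therefore leave out such changes. For the other lists 1872 were kept, 266 lost, 112 gained and 48 turned, and for the named genes 977, 28, 60 and 4. Where fewer libraries or a covariate were used, fewer degrees of freedom are left by construction. Otherwise the cause was not tested. No paired analysis was possible because replicate numbers do not pair the tumors (1 shared number in the *Lats2* experiment, 0 in the *Lats1* experiment). The fit with no filter was not run, since the lowest sum of counts in the files is 6, and neither was the other pseudocount, since the files hold counts. Where a WT-PyMT carcinoma is left out of the comparison of WT-PyMT tumors, the lone carcinoma is assumed to vary like the other tumors.

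The values below are adjusted p for lists, log2 fold changes for genes, numbers for counts (unadjusted: genes at an unadjusted p under 0.05) and normalized enrichment scores for GSEA, with turned for a change of direction. Histology as a covariate gave, for *Lats2*-CKO: unadjusted 324; *Lats1*-CKO: basal against lumB 0.0374. The adipocyte mean as a covariate gave, for *Lats2*-CKO: unadjusted 354, lists called 8, regulation of lipolysis 0.974 turned, glycolysis 0.974, TCA cycle 0.608, SREBP1 lipogenesis 0.0508, luminal hormone-sensing 0.0264 turned, hypoxia 0.406 turned, interferon response 0.608 turned, endothelial 0.884 turned, fibroblast 0.861 turned, PPARγ targets 0.501 turned, PPAR signaling 0.891 turned, up in *Lats1*-CKO 0.931 turned, basal signature 0.923 turned, commonly down 0.260, *Lpl* 0.74 turned; *Lats1*-CKO: genes called 0, adipocyte 0.704 turned, T and NK cell 0.617 turned, B and plasma cell 0.0670 turned, fibroblast 0.0422 turned, PPARγ targets 0.383, TCGA basal 0.0118, basal against lumB 0.00378. The lymphocyte mean as a covariate gave, for *Lats2*-CKO: unadjusted 524, oxidative phosphorylation 0.0484 turned, T and NK cell 0.120 turned, *Tacr1* 1.24 turned; *Lats1*-CKO: T and NK cell 0.510 turned, B and plasma cell 0.726 turned. Without both *Lats2*-CKO 1 and 7 the values were, for *Lats2*-CKO: unadjusted 411, glycolysis 0.484, oxidative phosphorylation 0.00922 turned, hypoxia 0.396 turned, skeletal muscle 0.849 turned. Without both WT-PyMT 22 and *Lats1*-CKO 21 they were, for *Lats1*-CKO: squamous 2.27e-06 turned, proliferation 0.00158 turned, T and NK cell 9.75e-04 turned, B and plasma cell 0.102 turned, skeletal muscle 0.0101 turned, *Krt14* -0.37 turned, and without these 4 libraries, for the difference: genes called 0, squamous 7.11e-06 turned.

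DESeq2 gave, for *Lats2*-CKO: genes called 138; *Lats1*-CKO: genes called 586; the difference: genes called 14; WT carcinoma: genes called 38, unadjusted 1264. All 14 libraries in 1 fit gave, for *Lats2*-CKO: genes called 2, unadjusted 2300; *Lats1*-CKO: genes called 1, unadjusted 1080. At an unadjusted p under 0.05 the threshold gave, for *Lats2*-CKO: genes called 1254; *Lats1*-CKO: genes called 2015. EdgeR's own filter gave, for *Lats1*-CKO: genes called 7. An estimated correlation gave, for *Lats2*-CKO: lists called 0, regulation of lipolysis, glycolysis, SREBP1 lipogenesis, PPARγ targets, PPAR signaling and commonly down 0.514, TCA cycle 0.563; *Lats1*-CKO: lists called 5, YAP/TAZ targets 0.256, PPARγ targets 0.180, PPAR signaling 0.0521, ER-negative down 0.146, mature luminal 0.343; the difference: lists called 0, basal signature 0.529; WT carcinoma: lists called 0. Fry gave, for *Lats2*-CKO: lists called 0, regulation of lipolysis, glycolysis, TCA cycle, SREBP1 lipogenesis, PPARγ targets, PPAR signaling and commonly down 0.577; *Lats1*-CKO: lists called 8, YAP/TAZ targets 0.192, PPARγ targets 0.0727, mature luminal 0.369; the difference: lists called 0, basal signature 0.755; WT carcinoma: lists called 0. GSEA over all tested genes gave, for *Lats2*-CKO: score of LATS2-low lumB 1.28; *Lats1*-CKO: score of ER-negative down 1.1, score of basal against lumB -1.25, and with DESeq2's ranking, for *Lats1*-CKO: score of basal against lumB -1.66.

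Leaving out 1 library at a time gave these lowest and highest values for the lists and counts at the claims of which a call, a direction or a count by over 1.5 times changed, and for other lists and genes of which the direction turned. Other lists that lost or gained a call without turning are counted above and not listed here. *Lats2*-CKO: unadjusted 500 to 2604, genes called 0 to 57, glycolysis 2.32e-04 to 0.0966, TCA cycle 9.84e-08 to 0.0840, oxidative phosphorylation 0.00251 to 0.736, milk and alveolar 4.28e-06 to 0.559, hypoxia 0.00327 to 0.643, interferon response 1.19e-08 to 0.723, T and NK cell 9.19e-08 to 0.0693, B and plasma cell 5.90e-07 to 0.351, LATS2-low lumB 0.0258 to 0.647, *Tacr1* -2.29 to 1.37; *Lats1*-CKO: genes called 0 to 19, squamous 0.00141 to 0.788, Wnt/beta-catenin targets 0.00278 to 0.738, T and NK cell 5.18e-06 to 0.0846, B and plasma cell 3.12e-06 to 0.144, mature luminal 6.50e-05 to 0.0679, TCGA basal 0.0183 to 0.708, basal against lumB 0.00423 to 0.535; the difference: unadjusted 319 to 1745, genes called 1 to 5, oxidative phosphorylation 1.76e-08 to 0.951, YAP/TAZ targets 0.0293 to 0.936, squamous 7.74e-05 to 0.936, T and NK cell 6.25e-07 to 0.752, B and plasma cell 4.09e-05 to 0.745, skeletal muscle 3.52e-06 to 0.574, PPARγ targets 3.72e-04 to 0.980, basal signature 1.91e-09 to 0.0758; WT carcinoma: unadjusted 102 to 979, TCA cycle 0.00420 to 0.784, SREBP1 lipogenesis 1.38e-05 to 0.390, proliferation 0.00980 to 0.974, interferon response 3.79e-05 to 0.903, immediate-early and heat shock 2.87e-04 to 0.893, skeletal muscle 1.11e-56 to 0.0227, PPARγ targets 5.66e-14 to 0.568, PPAR signaling 3.31e-09 to 0.134, down in *Lats1*-CKO 2.02e-06 to 0.589.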

Differences from the paper's values

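The paper gives 114 genes at an adjusted p under 0.05 for *Lats2*-CKO against WT-PyMT tumors, where edgeR called 0 (1254 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2, the paper's tool, gave 138, which does not differ from the paper's by the 1.5-fold rule used here, and the other size factors, filter, robust fit, covariates, the 14-library fit and each left-out library gave counts that do, including 57 without WT-PyMT 1. The paper's numbers at an unadjusted p under 0.05, 1131 for *Lats2*-CKO and 2029 for *Lats1*-CKO, lie near the 1254 and 2015 found with edgeR.

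For GSEA of *Lats1*-CKO PyMT tumors, the normalized enrichment scores read by eye from the paper's figures are farther from 0. For genes down in ER-negative tumors the paper shows about 3.1 (Fig 7A) and the score here was 1.81. DESeq2's ranking gave 2.37, which does not differ by the rule, and all tested genes gave 1.1, which does. For genes down in mature luminal cells the paper shows about -2.3 (Fig 7B), beside -1.46 here, with -1.66 from DESeq2's ranking not differing and -1.39 over all tested genes differing. For the TCGA basal list the paper shows about -2 (Fig 7C), beside -1.30, and neither -1.45 from DESeq2's ranking nor -1.43 over all tested genes differs. For the basal against lumB list the paper shows about -1.9 (Fig 7C), beside -1.02, with -1.66 from DESeq2's ranking not differing and -1.25 over all tested genes differing.

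Of the log2 ratios in the paper's Table S3, 15 of 15 have the sign found here in each comparison, and the paper's value is the smaller in size for 15 of 15. The paper does not state whether its ratios are shrunken, which would make them smaller. Among the genes reported here, these values differ beyond the standard error. For *Tacr1* in *Lats1*-CKO the paper's value is 1.60431 and the value here 2.47, and only the adipocyte covariate (2.1) does not differ. For *Tnn* in *Lats1*-CKO the paper's value is 1.31851 and the value here 5.38, which differs under each alternative. For *Tnn* in *Lats2*-CKO the paper's value is -2.16768 and the value here -3.85, with -2.65 under the histology covariate, -2.2 under the adipocyte covariate, -0.95 without WT-PyMT 14 and -3.47 without *Lats2*-CKO 16 not differing, and the others differing.

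The paper describes the changes in *Lats2*-CKO PyMT tumors as correlated with human LATS2-low lumB tumors. The list's score of 1.13 in GSEA, with 1.23 from DESeq2's ranking and 1.28 over all tested genes, does not differ by the rule from the about 1.4 that the paper shows (Fig 2F) and has the same direction, whereas its adjusted p was 0.357 (0.205 and 4.65e-04) and camera gave 0.539 (0.0258 without WT-PyMT 1). The following statements have no value in the text. The paper describes PPARγ signaling as mildly changed in *Lats1*-CKO, unlike *Lats2*-CKO. Among PPAR signaling members at an unadjusted p under 0.05 the medians were -0.91 and -4.0, but over all 40 measured members -0.64 and -0.83, and GSEA of the difference gave adjusted p = 0.0297 for the PPARγ targets and 0.369 for PPAR signaling, or 0.00678 and 0.0167 over the 651 genes that DESeq2 called in either comparison, whereas camera's test of the difference gave 0.986 for PPAR signaling and 0.265 for the targets (3.72e-04, 0.0467 and 0.0479 without WT-PyMT 1, *Lats2*-CKO 7 and *Lats1*-CKO 18). The paper describes YAP/TAZ targets as more apparent in *Lats1*-CKO: the list was called there (adjusted p = 1.46e-04, but 0.256 with an estimated correlation) and not in *Lats2*-CKO, except without *Lats2*-CKO 7 (adjusted p = 0.00383), and the difference between the genotypes gave adjusted p = 0.369 (0.0293 without WT-PyMT 14 and 0.0470 without *Lats2*-CKO 1). That list was written from general knowledge, whereas the paper used a published gene set and also RT-qPCR in silenced cells, so that the comparison is not like for like. The paper describes the basal signature as raised in *Lats1*-CKO and not in *Lats2*-CKO, whereas camera called it in *Lats2*-CKO as well (adjusted p = 0.0144, but 0.514 with an estimated correlation, 0.127 without *Lats2*-CKO 1, 0.199 with histology and 0.923 with the adipocyte mean as a covariate), and its genes were chosen on these tumors, so that neither this call nor the difference between the genotypes has independent weight. The paper describes *Lats1*-CKO tumors as similar to human basal-like tumors, and GSEA called the TCGA list (adjusted p = 0.0284), whereas camera called neither basal list, but both with the adipocyte mean as a covariate (0.0118 and 0.00378) or without *Lats1*-CKO 18 (0.0183 and 0.00423), and the second also with histology as a covariate (0.0374) or without WT-PyMT 20 (0.0394), WT-PyMT 17 (0.0498) or *Lats1*-CKO 14 (0.0296). For SREBP1, which the paper describes as hyperactivated upon *Lats2* depletion, it does give a value, a small activation z-score of 0.64 from pathway software that cannot be run here, whereas genes of SREBP1-driven lipogenesis fell as a list (median -0.73, adjusted p = 8.76e-06; 0.514 with an estimated correlation and 0.0508 with the adipocyte mean as a covariate).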

Other observations

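In this part, the tests of loss of *Lats2*, of fat tissue in *Lats1*-CKO PyMT tumors and of loss of luminal cells, the count of regroupings for genes other than *Lats1* and *Lats2*, and the count of groupings for lists in either direction were chosen after the result was seen, and the other tests before it.

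Lists of other cell types were called in *Lats2*-CKO against WT-PyMT tumors, but several of them follow a single library and not genotype. The lymphocyte falls rest on WT-PyMT 14, the milk and muscle rises on *Lats2*-CKO 7 and the hypoxia rise on *Lats2*-CKO 1. Lymphocyte and stromal lists fell, namely T and NK cells (median -4.47, adjusted p = 1.01e-04), B and plasma cells (median -7.04, adjusted p = 1.01e-04), endothelial cells (median -1.26, adjusted p = 7.84e-06) and fibroblasts (median -1.08, adjusted p = 0.00108), with adjusted p = 0.514 with an estimated correlation. Adjusted over the list alone, 11 genes of the first list and 11 of the second were lower, and the adenoma WT-PyMT 14 held the most lymphocyte transcripts. *Thy1*, a surface protein of fibroblasts and T cells, had a log2 fold change of -3.34 (standard error 1.16), and *Pecam1*, an adhesion protein of endothelial cells, one of -2.17 (standard error 0.88). Macrophage genes rose (median 0.45, adjusted p = 0.00568), with *C1qb*, a complement subunit that macrophages make, at 0.63 (standard error 0.24). Rises were also called for proliferation (median 0.41, adjusted p = 0.00134), interferon response (median 0.27, adjusted p = 0.00314), hypoxia (median 0.61, adjusted p = 0.0447), basal and myoepithelial genes (median 0.39, adjusted p = 1.58e-04), milk and alveolar genes (median 1.33, adjusted p = 0.00995) and skeletal muscle (median 6.08, adjusted p = 8.28e-05), and a fall for brown adipocyte genes (median -1.97, adjusted p = 1.99e-06), with adjusted p = 0.514 to 0.636 with an estimated correlation. The milk and muscle transcripts were most numerous in the adenoma/MIN *Lats2*-CKO 7. Both basal tumor lists were called higher as well, the TCGA list with a median of 0.19 and a mean of -0.06 (adjusted p = 0.0106) and the basal against lumB list with a median of 0.27 and a mean of -0.01 (adjusted p = 0.00161), so that mean and test differ in sign, with adjusted p = 0.514 with an estimated correlation. GSEA of the genes at an unadjusted p under 0.05 leaned the other way for both, toward lower (1.39, adjusted p = 0.0728, and 1.09, adjusted p = 0.429). Calls in this paragraph were lost or turned without WT-PyMT 14 for T and NK cell (0.0693, turned), B and plasma cell (0.351, turned), proliferation (0.116), basal and myoepithelial (0.143), milk and alveolar (0.0693), the TCGA list (0.0578) and the basal against lumB list (0.100); without WT-PyMT 2 for endothelial (0.0605), fibroblast (0.511), interferon response (0.723, turned) and hypoxia (0.108); without WT-PyMT 1 for macrophage (0.121) and hypoxia (0.295); without *Lats2*-CKO 16 for macrophage (0.120) and interferon response (0.155); without *Lats2*-CKO 8 for proliferation (0.147); without *Lats2*-CKO 1 for hypoxia (0.643, turned); and without *Lats2*-CKO 7 for milk and alveolar (0.559, turned) and skeletal muscle (0.269) (adjusted p from camera; turned where the direction changed). Under other settings they were lost or turned with the adipocyte mean as a covariate for T and NK cell (0.931), B and plasma cell (0.931), endothelial (0.884, turned), fibroblast (0.861, turned), interferon response (0.608, turned), hypoxia (0.406, turned), basal and myoepithelial (0.251), the TCGA list (0.204) and the basal against lumB list (0.347); with the lymphocyte mean as a covariate for T and NK cell (0.120, turned), B and plasma cell (0.546), proliferation (0.414), hypoxia (0.0824) and the basal against lumB list (0.0618); without both *Lats2*-CKO 1 and 7 for T and NK cell (0.0616), fibroblast (0.113), proliferation (0.358), hypoxia (0.396, turned), milk and alveolar (0.253) and skeletal muscle (0.849, turned); with histology as a covariate for B and plasma cell (0.0660), interferon response (0.122), hypoxia (0.0506) and basal and myoepithelial (0.0829); and with all 14 libraries in 1 fit for interferon response (0.0870).

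The genes that the study found changed in *Lats1*-CKO PyMT tumors moved the same way in the *Lats2*-CKO PyMT tumors, which share no library with them. Of 167 genes up in *Lats1*-CKO, 144 were higher in *Lats2*-CKO (median 0.75, adjusted p = 7.01e-13; adjusted p = 0.514 with an estimated correlation), and of 193 genes down, 154 were lower (median -0.56, adjusted p = 3.83e-17; adjusted p = 0.514 with an estimated correlation), 48 of them when adjusted over the list alone. With the adipocyte mean as a covariate neither was called (0.931, turned, and 0.251), so that fat may account for part of this. In the *Lats1*-CKO PyMT tumors on which they were chosen, and so without independent weight, their medians were 1.37 and -1.40 (adjusted p = 1.70e-115 and 1.10e-120). In *Lats1*-CKO PyMT tumors a rise was called for neutrophil genes (median 1.82, adjusted p = 1.58e-05), with *S100a9*, an abundant neutrophil protein, at 4.02 (standard error 0.88), and for glycolysis (median 0.27, adjusted p = 7.95e-04) and Wnt/beta-catenin targets (median 2.23, adjusted p = 0.0311), with adjusted p = 0.185 to 0.584 with an estimated correlation. Falls were called for milk and alveolar genes (median -0.81, adjusted p = 4.82e-05), with *Glycam1*, a mucin of milk, at -5.63 (standard error 1.02), and for brown adipocyte genes (median -1.70, adjusted p = 4.31e-06), regulation of lipolysis (median -0.32, adjusted p = 6.68e-04), the TCA cycle (median -0.19, adjusted p = 1.33e-05), oxidative phosphorylation (median -0.15, adjusted p = 1.97e-05), SREBP1-driven lipogenesis (median -0.58, adjusted p = 4.48e-05), immediate-early and heat shock genes (median -0.22, adjusted p = 0.0369), T and NK cells (median -3.68, adjusted p = 0.0101), B and plasma cells (median -4.55, adjusted p = 0.00538), endothelial cells (median -0.44, adjusted p = 0.00174), Schwann cells (median -0.35, adjusted p = 8.32e-04) and salivary gland (median -0.71, adjusted p = 0.00126), with adjusted p = 0.0895 to 0.584 with an estimated correlation. Calls were lost or turned without WT-PyMT 20 for Wnt/beta-catenin targets (0.105) and immediate-early and heat shock (0.249), without WT-PyMT 17 for Wnt/beta-catenin targets (0.0958), without *Lats1*-CKO 21 for Wnt/beta-catenin targets (0.738, turned), T and NK cell (0.0846) and salivary gland (0.0664), without WT-PyMT 22 for immediate-early and heat shock (0.0634), T and NK cell (0.00221, turned) and B and plasma cell (0.144, turned), without *Lats1*-CKO 27 for immediate-early and heat shock (0.274), and without *Lats1*-CKO 18 for immediate-early and heat shock (0.152). Under other settings they were lost or turned with edgeR's own filter for Wnt/beta-catenin targets (0.0932); with histology as a covariate for Wnt/beta-catenin targets (0.0784), T and NK cell (0.594) and B and plasma cell (0.159); with the adipocyte mean as a covariate for Wnt/beta-catenin targets (0.108), regulation of lipolysis (0.467), SREBP1 lipogenesis (0.0704), T and NK cell (0.617, turned), B and plasma cell (0.0670, turned), endothelial (0.167) and salivary gland (0.179); without both WT-PyMT 22 and *Lats1*-CKO 21 for Wnt/beta-catenin targets (0.502) and B and plasma cell (0.102, turned); on lists without adipocyte genes for regulation of lipolysis (0.0630); with all 14 libraries in 1 fit for immediate-early and heat shock (0.0595); and with the lymphocyte mean as a covariate for T and NK cell (0.510, turned) and B and plasma cell (0.726, turned); T and NK cell genes turned without both WT-PyMT 22 and *Lats1*-CKO 21 (9.75e-04). The commonly down-regulated genes of the *Lats2* study fell here too (median -1.72, adjusted p = 2.74e-13; adjusted p = 0.192 with an estimated correlation), but not with the adipocyte mean as a covariate (0.740).

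Other lists did not pass camera's test over all libraries. In *Lats2*-CKO PyMT tumors these were oxidative phosphorylation (median 0.01, adjusted p = 0.799), squamous (median 0.18, adjusted p = 0.0921), Wnt/beta-catenin targets (median -0.14, adjusted p = 0.433), EMT (median 0.24, adjusted p = 0.963), immediate-early and heat shock genes (median 0.04, adjusted p = 0.977), neutrophil (median 0.78, adjusted p = 0.102), Schwann cells (median -0.25, adjusted p = 0.500), salivary gland (median 1.16, adjusted p = 0.299), genes down in ER-negative tumors (median 0.11, adjusted p = 0.417), genes up in them (median 0.07, adjusted p = 0.102), genes down in mature luminal cells (median 0.12, adjusted p = 0.102), the LATS2-low signature (median 0.14, adjusted p = 0.343) and the LATS1-low signature (median 0.13, adjusted p = 0.325). Median and test differ in sign there for EMT and immediate-early genes, and for genes down in mature luminal cells the mean was -0.10. GSEA of the genes at an unadjusted p under 0.05 called the genes down (-3.02, adjusted p = 5.84e-07) and up (-1.92, adjusted p = 0.0250) in ER-negative tumors higher in *Lats2*-CKO, but DESeq2's ranking neither (1.23, adjusted p = 0.294, and -1.75, adjusted p = 0.0925), and all tested genes the first alone (-1.37, adjusted p = 0.00597, beside -1.13, adjusted p = 0.174). They were called without *Lats2*-CKO 7 for oxidative phosphorylation (0.00251, turned), neutrophil (0.0161), ER-negative up (0.0246) and mature luminal (5.08e-04); without *Lats2*-CKO 16 for oxidative phosphorylation (0.00783) and squamous (0.0306); without *Lats2*-CKO 1 for squamous (0.0251), EMT (0.0338) and ER-negative down (0.0233); without WT-PyMT 14 for neutrophil (0.0284) and Schwann cell (0.0490); with histology as a covariate for oxidative phosphorylation (0.0183); with the adipocyte mean as a covariate for oxidative phosphorylation (0.00880) and immediate-early and heat shock (0.00880); with the lymphocyte mean as a covariate for oxidative phosphorylation (0.0484, turned), neutrophil (0.0310) and mature luminal (0.0410); and without both *Lats2*-CKO 1 and 7 for oxidative phosphorylation (0.00922, turned), ER-negative down (0.00242) and mature luminal (0.0252) (adjusted p from camera; turned where the direction changed). In *Lats1*-CKO PyMT tumors they were cholesterol synthesis (median 0.15, adjusted p = 0.492), squamous (median 3.91, adjusted p = 0.254), proliferation (median -0.00, adjusted p = 0.683), EMT (median 0.34, adjusted p = 0.212), macrophage (median -0.15, adjusted p = 0.502), fibroblast (median -0.34, adjusted p = 0.290), skeletal muscle (median 1.30, adjusted p = 0.185), genes down in LATS2-low lumB tumors (median 0.16, adjusted p = 0.297), the LATS2-low signature (median 0.78, adjusted p = 0.239) and the LATS1-low signature (median 0.21, adjusted p = 0.424), and the LATS2-low signature leaned down in camera's test despite its median. GSEA called the LATS2-low lumB list higher in *Lats1*-CKO (-1.31, adjusted p = 0.0248). The squamous median there rests on the adenosquamous tumor *Lats1*-CKO 21. Calls were made without *Lats1*-CKO 18 for cholesterol synthesis (0.0324), proliferation (7.84e-04), EMT (0.0370), skeletal muscle (0.00594) and the LATS2-low lumB list (0.0426); without WT-PyMT 17 for squamous (0.0454) and skeletal muscle (6.65e-04); without *Lats1*-CKO 27 for squamous (0.0320) and skeletal muscle (0.00633); without *Lats1*-CKO 21 for squamous (0.00141, turned), fibroblast (0.0460) and the LATS2-low signature (2.23e-04); without *Lats1*-CKO 14 for EMT (0.0445) and the LATS2-low lumB list (0.0223); with the adipocyte mean as a covariate for cholesterol synthesis (0.00127), proliferation (0.0261), EMT (1.68e-05), fibroblast (0.0422, turned) and the LATS2-low lumB list (1.00e-08); without both WT-PyMT 22 and *Lats1*-CKO 21 for squamous (2.27e-06, turned), proliferation (0.00158, turned), skeletal muscle (0.0101, turned) and the LATS2-low signature (2.27e-06); with histology as a covariate for EMT (0.0174), the LATS2-low lumB list (0.0149) and the LATS2-low signature (0.0297); and with the lymphocyte mean as a covariate for EMT (0.0429).

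The PPAR signaling list was lower in *Lats2*-CKO than in WT-PyMT tumors, and fat tissue in the sampled WT-PyMT tumors is a candidate explanation: the 20 members with the lower slopes on the adipocyte mean in the *Lats1* experiment had a median log2 fold change of 0.02, with 10 of them lower, and the 19 with higher slopes one of -3.54, with 18 lower. Against an effect of genotype apart from fat speaks a median of 0.04 for the list with the adipocyte mean held in the fit, but that mean shares 4 genes with the list, so that loss of *Lats2* in the tumor cells stays open. Tumor stage in place of genotype cannot be told apart from either, since WT-PyMT carcinomas had less of the list than WT-PyMT adenomas (median -0.47, under the size set beforehand, with the call lost without WT-PyMT 2 at adjusted p = 0.134 and without WT-PyMT 1 at 0.0530, turned) and the grouping of the 7 libraries by histology gave a larger fall than genotype did. Against stage as the whole cause speak a list still called with histology as a covariate (1.46e-05, median -0.38) and the *Lats2*-CKO adenoma/MIN with 2.40 CPM of *Pparg* beside 37.5 and 38.4 in the WT-PyMT adenomas, but neither settles it, since that fit gave 0.488 with an estimated correlation and -1.57 (standard error 1.52) for *Pparg*, and the adenoma is a single tumor. A lower PPARγ activity in tumor cells would itself be a biological explanation that bulk RNA cannot separate from fewer fat cells. The paper's own evidence on this includes cultured *Lats2*-CKO PyMT tumor cells, in which it reports lower *Pparg*, *Plin1* and *Lpl* and a rise after LATS2 was put back. Those cells were not analysed here.

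In *Lats1*-CKO PyMT tumors the luminal hormone-sensing list was lower and the basal signature higher. The adenosquamous tumor alone is argued against, since without it the larger adjusted p of both lists was 8.19e-06 from camera, of which the hormone-sensing list alone carries weight because the signature was chosen on these tumors. Fat tissue in the sampled tumors is argued against too, with medians of -1.02 and 0.91 when the adipocyte mean was held in the fit, as is loss of luminal epithelial cells, since *Krt8* and *Krt18* had a mean log2 fold change of -0.23. A lower expression of hormone-sensing genes within luminal cells may therefore be considered as a hypothesis, found and tested on the same tumors. Estrous stage and a change in which luminal cells make up the tumor stay open and were not tested.

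Numbers of genes, and the PPAR signaling, basal signature, luminal hormone-sensing, YAP/TAZ and adipocyte lists, were compared with other groupings of the same libraries. For the difference between the genotypes only numbers of genes were. The other lists and the comparison of WT-PyMT tumors by histology were not regrouped, so that chance was not examined for them. Over all 14 libraries, edgeR called more genes in the difference between the genotypes than in each other regrouping (3, highest other 1, 1 of 100 regroupings as large). That passes the bound set for chance, but *Lats1*, deleted by design, is 1 of the 3. The count therefore excludes chance for the deletion alone. Genes other than *Lats1* and *Lats2* were more numerous than in each other regrouping too (2, highest other 1, 1 of 100). That count was chosen after the result was seen, so that it does not exclude chance for these 2. By the number at an unadjusted p under 0.05, a count not set beforehand, chance cannot be excluded. There the real grouping had 545 genes and others had up to 2867. Without WT-PyMT 20, 22 or 17, however, *Lats1*, the deleted gene, was the 1 gene called, so that nothing is excluded there for the other 2 genes. The call of *4833420G17Rik* was also lost without any 1 of the Lats-CKO libraries, where 2 genes were called, *Lats1* among them. The count of 2 other genes does not hold in those fits either. Without WT-PyMT 1 the number called was 5. For lists, shifts in either direction were counted. In *Lats1*-CKO the fall of the luminal hormone-sensing list was larger than the shift in each other grouping (log10 of camera's p with its sign, -7.24, strongest other 6.59, 1 of 35 groupings as large). The smallest share that 35 groupings can give is 0.0286. For 1 of 42 lists, with the count chosen after the result was seen, this does not exclude chance. For the rise of the basal signature in *Lats1*-CKO (20.3; -12.5; 1 of 35) the count says nothing, since its genes were chosen on the real grouping. Chance cannot be excluded for the genes edgeR called in *Lats2*-CKO (0; highest other 1; 35 of 35 as large) and *Lats1*-CKO (4; 10; 2 of 35), the genes at an unadjusted p under 0.05 in *Lats2*-CKO (1254; 2194; 9) and *Lats1*-CKO (2015; 2173; 3), those DESeq2 called in *Lats2*-CKO (138; 587; 9) and *Lats1*-CKO (586; 780; 2), the fall of PPAR signaling in *Lats2*-CKO (-7.70; -11.8; 5) and *Lats1*-CKO (-10.9; 15.9; 2), the rise of YAP/TAZ targets in *Lats1*-CKO (4.20; -7.99; 8) and the genes with an 8-fold gap in *Lats2*-CKO (4; 6; 2) and *Lats1*-CKO (2; 20; 5). In the *Lats2* experiment the strongest other grouping sets WT-PyMT 1 with the *Lats2*-CKO PyMT carcinomas for the unadjusted, DESeq2, PPAR and 8-fold counts, which points to histology as a structure of these samples. In the *Lats1* experiment the grouping with the shift of 15.9 in PPAR signaling sets the adenoma/MIN *Lats1*-CKO 27 with the WT-PyMT tumors. The sign is that of the group of 4 libraries, here the one with the WT-PyMT tumors. The list was thus higher on the WT-PyMT side, as in the real grouping, and by a larger shift. Among the other groupings in which the group of 4 was lower, the strongest shift was -8.04. The grouping there with 10 genes called is led by interferon genes and that with 20 genes by fat-cell genes of the WT-PyMT tumors and *Lats1*-CKO 27.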
